# Multiplex indexing approach for the detection of DNase I hypersensitive sites in single cells

**DOI:** 10.1093/nar/gkab102

**Published:** 2021-03-08

**Authors:** Weiwu Gao, Wai Lim Ku, Lixia Pan, Jonathan Perrie, Tingting Zhao, Gangqing Hu, Yuzhang Wu, Jun Zhu, Bing Ni, Keji Zhao

## Abstract

Single cell chromatin accessibility assays reveal epigenomic variability at *cis*-regulatory elements among individual cells. We previously developed a single-cell DNase-seq assay (scDNase-seq) to profile accessible chromatin in a limited number of single cells. Here, we report a novel indexing strategy to resolve single-cell DNase hypersensitivity profiles based on bulk cell analysis. This new technique, termed indexing single-cell DNase sequencing (iscDNase-seq), employs the activities of terminal DNA transferase (TdT) and T4 DNA ligase to add unique cell barcodes to DNase-digested chromatin ends. By a three-layer indexing strategy, it allows profiling genome-wide DHSs for >15 000 single-cells in a single experiment. Application of iscDNase-seq to human white blood cells accurately revealed specific cell types and inferred regulatory transcription factors (TF) specific to each cell type. We found that iscDNase-seq detected DHSs with specific properties related to gene expression and conservation missed by scATAC-seq for the same cell type. Also, we found that the cell-to-cell variation in accessibility computed using iscDNase-seq data is significantly correlated with the cell-to-cell variation in gene expression. Importantly, this correlation is significantly higher than that between scATAC-seq and scRNA-seq, suggesting that iscDNase-seq data can better predict the cellular heterogeneity in gene expression compared to scATAC-seq. Thus, iscDNase-seq is an attractive alternative method for single-cell epigenomics studies.

## INTRODUCTION

Cellular heterogeneity in gene expression, has been extensively studied through single-cell sequencing methods. For example, single-cell RNA sequencing (scRNA-seq) has revealed significant heterogeneity in primary glioblastomas (1). Also, increased levels of heterogeneity in these tumors are inversely correlated with survival, indicating that intratumor heterogeneity should be an essential clinical factor. Successful identification of regulators of this heterogeneity is critical to the development of new therapeutic drugs.

DNase I hypersensitivity of chromatin informs the chromatin states of *cis*-regulatory elements that govern the expression of target genes including master regulators (2–5). Cellular heterogeneity in gene expression has been linked to variation in chromatin accessibility (6), nucleosome organization (2) and long distance enhancer-promoter interactions (7); thus, measuring chromatin states at the single-cell level is of the utmost importance for understanding the molecular mechanisms of gene expression heterogeneity. Several single cell techniques were developed to measure chromatin accessibility, including scATAC-seq (3–5,8–10) by Tn5 chromatin tagmentation, scDNase-seq (6) by DNase I digestion for chromatin fragmentation, and scMNase-seq (2) by MNase detection of chromatin accessibility and nucleosome positions. The standard throughput of many of these methods is in the thousands of cells, and of these methods scATAC-seq has the highest cell throughputs; however, it is also known that DNA tagmentation bias exists in the use of Tn5 (11), which may affect the accuracy of the regulator prediction and cell-to-cell variation in accessibility, limiting its potential applications.

DNase I enzymes have different properties compared to Tn5 (12). However, due to a lack of development in combinational indexing strategies for scDNase-seq, its cell throughput is very low and thus its application in single-cell studies is limited. To address this limitation, we designed a novel indexing strategy, which avoids the use of expensive equipment for automation or microfluidics, to enable the analysis of >15 000 cells in a single experiment. This new strategy, termed indexing scDNase-seq (iscDNase-seq), involves barcoding the DNA ends with a combination of TdT terminal transferase and T4 DNA ligase. We applied it to assay single-cell DHSs from human white blood cells (WBC). Computational analysis of the assay results recovered expected cell types from the WBCs and inferred their underlying regulatory mechanisms in accessibility variation. By comparing our iscDNase-seq data with publicly available dscATAC-seq data (3–5,8–10) for B cells, T cells, NK cells and monocytes, we found that iscDNase-seq detects DHSs missed by scATAC-seq that have high sequence conservation and are associated with significant gene expression. Importantly, iscDNase-seq data can better predict the cellular heterogeneity in gene expression compared to scATAC-seq data. Thus, iscDNase-seq is an attractive alternative method for measuring single-cell chromatin accessibility.

## MATERIALS AND METHODS

### Experimental methods

#### iscDNase-seq method

Reagents and oligo sequences are listed in the Supplementary Materials S2 and S3. In the iscDNase-seq protocol (Supplementary Figure S1), cells were first crosslinked by two-step fixation and subjected to lysis and DNA digestion with DNase I on bulk cells. After removal of DNase I by several washes, bulk nuclei were aliquoted into 96 wells and barcode P7 adaptors were ligated to the chromatin DNA by the TdT&T4 ligation method. The samples were then pooled, diluted, and redistributed to 96 wells of a second plate with 30 nuclei to each well using a flow cytometry sorter. After reverse-crosslinking of DNA overnight at 65°C, a second barcode (well index) primer complementary to the P7 adapter, was introduced to the DNA template directly by one-cycle of polymerase chain reaction (PCR1). Then, all PCR1 products were pooled, ligated to P5 adaptor and re-amplified by PCR2 primers that introduced the third barcode (i5 index). Finally, all of PCR2 products were pooled and sequenced, with the expectation that most sequence reads bearing the same combination of barcodes will be derived from a single cell (estimated collision rate of ∼13% for experiments described here)

#### oligo sequence

Barcode P7 adaptor top (/5phos/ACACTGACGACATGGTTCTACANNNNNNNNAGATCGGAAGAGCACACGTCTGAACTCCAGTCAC/3SpC3/).

Barcode P7 adaptor bottom

(TGTAGAACCATGTCGTCAGTGTCCCCCCCC/3ddC/)

Well index primer (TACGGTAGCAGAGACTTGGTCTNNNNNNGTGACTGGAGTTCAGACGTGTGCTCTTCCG)

I5 index primer (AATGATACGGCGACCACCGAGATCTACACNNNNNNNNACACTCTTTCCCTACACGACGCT)

P7-cs2 primer (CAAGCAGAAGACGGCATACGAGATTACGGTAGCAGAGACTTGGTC*T)

P5 adaptor top (/5phos/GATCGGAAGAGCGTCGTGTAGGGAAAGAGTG)

P5 adaptor bottom (TCTTTCCCTACACGACGCTCTTCCGATCT)

#### Isolation of PBMC

Human healthy donor bloods were collected and defibrinated or heparinized in a EDTA sodium-treated tubes or bags for anticoagulant of blood by the NIH blood bank. The peripheral blood mononuclear cells (PBMC) were purified by the density centrifugation using Lymphocyte Separation Medium (Corning, catalog no. 45000-726).

#### Two-step crosslinking of cells

The isolated 50M of PBMC suspended in 50 ml PBS/MgCl_2_ were first fixed by adding 400 μl freshly prepared 0.25 M Disuccinimidyl glutarate (DSG, ThermoFisher Scientific, catalog no. 20593) and incubating at room temperature for 45 min with rotation (13). After three washes with PBS, the cells were suspended in culture medium DMEM supplemented with 10% FBS and further fixed by adding 1:15 volume of 16% (w/v) methanol-free formaldehyde solution (Thermo Fisher Scientific) and incubating at room temperature for 10 min (14). The reaction was terminated by adding a 1:10 volume of 1.25 M glycine and incubating at room temperature for 5 min. The fixed cells were collected by centrifugation at 1320 rpm for 7 min and washed with PBS. The fixed cells were stored in aliquots (1 × 10^6^ cells per tube) at −80°C until use.

#### DNase I digestion

The two-step fixed cells (1 × 10^6^) were suspended in 0.5 ml of RSB buffer (10 mM Tris–HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% Triton X-100) and incubated for 10 min on ice. 50 units of DNase I were added to the cells, followed by incubation in 37°C water bath for 5 min to digest the chromatin (Pilot DNase I titration is needed (15)). The reaction was quenched by adding 10 μl 0.5 M EDTA to a final concentration of 10 mM. The cells were centrifuged at 1320 rpm for 5 min at 4°C. The supernatants were carefully removed by pipetting without disturbing the cell pellets. The pellets were washed three times using 1ml 1 × T4 ligase buffer (final 0.1% NP40) to remove the DNase I completely.

#### TdT&T4 ligation

The DNase I-digested cells were resuspended in nuclei resuspension buffer (328 μl H_2_O; 132 μl 10 mM dGTP; 66 μl 10 × T4 ligase buffer; 5.3 μl 10% NP40) and equally distributed to 96 wells of a 96-well plate. To add several Gs at the 3′ end of DNA and allow adaptor ligation, 2.5 μl of 10 μM barcode P7 adaptor were added into each well, followed by adding 5 μl of the enzyme dilution buffer (66 μl 10 × T4 ligase buffer; 330 μl H_2_O; 40 μl TdT enzyme; 13 μl T4 PNK; 78.75 μl T4 ligase) with gentle mixing (pipette up and down 5–7 times). TdT&T4 ligation is performed on the PCR machine for 30 min at 37°C with lid heating.

#### Pool and split

After TdT&T4 ligation, nuclei were pooled and re-suspended in 1ml PBS containing 0.1% NP40 and 3 μM DAPI (Invitrogen) for nuclei staining. After 5 min incubation at room temperature, the nuclei were counted under the DAPI fluorescent microscope and 30 nuclei were distributed, using a flow cytometry sorter, into each well of a 96-well plate containing 3 μl reverse-crosslink buffer (50 mM Tris–HCl, pH 8.0, 25 ng/ml Proteinase K, 0.1% NP40) mixed with 10 μl PBS containing 0.1% NP40. Up to six plates of cells were collected. The plates were sealed completely and incubated at 65°C overnight on PCR machine with lid heating. After reverse-crosslinking, add 2.5 μl of 2 μM well index primer and 15 μl of 2 × Phusion^®^ master mix (New England BioLabs, catalog no. M0531S) into each well for PCR1 amplification without DNA purification. The PCR1 was done under the following condition: 98°C, 3 min; followed by 12 cycles of 65°C, 30 s and 72°C, 30 s; one cycle of 72°C, 5 min. After PCR1, for each 96-well plate, all of the products were pooled and incubated with 96 μl of Exonuclease I (ThermoFisher Scientific, catalog no. EN0582) at 37°C for 30 min to degrade the excessive of well index primers. DNA was then purified by the MinElute^®^ Reaction Cleanup Kit (Qiagen, catalog no. 28206).

#### Library preparation and sequencing

A-tailing and P5 adaptor ligation were performed as described previously (16). After P5 adaptor ligation, library DNA is purified by the MinElute^®^ Reaction Cleanup Kit. PCR2 was performed by adding 15 μl DNA; 0.4 μl of 10 μM i5 primer; 0.4 μl of 10 μM p7-cs2 primer; 15.8 μl 2× Phusion Master Mix with the following condition: 98°C, 3 min; 57°C, 3 min; 72°C, 1 min; followed by 15 cycles of 98°C, 10 s; 65°C, 15 s and 72°C, 30 s; one cycle of 72°C, 5 min. The 220–600 bp fragments were isolated using the 2% E-Gel^®^ EX Agarose Gels (Invitrogen, cat #G401002) and purified using the QIAquick Gel Extraction kit (Qiagen). The concentration of the purified DNA was measured using Qubit dsDNA HS kit (Thermo Fisher Scientific). The paired-end 50–6–8–50 sequencing was performed using the Illumina MiSeq and HiSeq 3000.

### Data analysis

#### Demultiplexing and data analysis of iscDNase-seq libraries

The scripts for de-multiplexing and genome-wide mapping are available at https://github.com/wailimku/iscDNase-seq.git. Thirty single cells were sorted into each of the 480 wells by FACS and sent to sequencing after the library's preparation steps. All sequencing data was paired-end. The R2 reads contained the information of cell barcodes (Supplementary Material S2). For each well, R1 reads were mapped to the human reference genome (UCSC hg18) using Bowtie2 (17). 

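The deposited list held 96 cell barcodes of 8 bases each, and each was matched to the adaptor of the oligo table that carries it. Among the 4560 pairs of barcodes, 3 pairs differed at 1 base and 23 pairs at 2 bases, so a single sequencing error could turn 1 barcode into another only for those 3 pairs. In the part of the table of reads per barcode that was read here, each well listed 61 of the barcodes, numbered 1 to 61. These included the same number of pairs 1 base apart and 19 pairs 2 bases apart. For WBCs, this part held only wells of the set of 472 wells, so the number of barcodes in the other WBC wells was not seen. With 30 nuclei placed at random into a well, the number the paper gives, 96 barcodes would leave 25.9 barcodes with at least 1 nucleus, of which 14.4% would carry 2 or more nuclei. With 61 barcodes these values were 23.8 barcodes and 22.1%. The sample labels give 20 nuclei per well, for which the share with 2 or more nuclei was 9.63% with 96 barcodes and 14.9% with 61 barcodes. These values follow from the numbers of barcodes and nuclei alone and assume equal use of all barcodes.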

Using the cell barcode information from R2 reads, we separated the mapped R1 reads into 96 sets corresponding to the 96 cell barcodes. Reads with mapping quality <10 were removed and duplicated reads were removed. For each well, in order to determine the sets of mapped reads among the 96 sets were from single cells, we ranked the 96 sets of mapped reads based on the total number of mapped reads in the sets. A set of reads were considered to be from single cells if they satisfied:

1. They were one of the top 25 ranked sets.
2. The total number of mapped reads in the set was >1,000.

The single cell statistics were in Supplementary Material S3. For further filtering the single cells, the merged peaks identified by bulk-cell DNase-seq data were downloaded from ENCODE. Totally, bulk cell DNase-seq libraries were downloaded from ENCODE (Supplementary Table S1). For each of the bulk-cell DNase-seq library, peaks were called using MACS2 (18), and peaks from all libraries were merged if they overlapped by at least 1 bp. Finally, 218 595 were identified for the bulk-cell DNase-seq data for human WBC. The width of peaks was fixed to be 1,000bp. A further filtering step was applied to the selected single cells by requiring that reads in single cell need to be >4000 and FRiP (fraction of reads in peaks defined by the bulk-cell DNase-seq data) of single cell need to be >0.15.

#### Examining the quality of iscDNase-seq data

All reads from single cells were pooled together and visualized via the WashU genome browser (19) together with the bulk-cell DNase-seq data. Peaks from the pooled single cells were identified using MACS (18) and their widths were fixed to be 500 bp. The overlap between peaks from the pooled single cells and the bulk-cell data were computed using the function ‘FindOverlap’ in the R package called GenomicRanges (20). The read density of pooled single cell and pooled bulk-cell data from the 18 bulk-cell libraries were calculated over the bulk-cell peaks. In particular, peaks with read density equal to 0 from either pooled single cell or bulk cells were removed in the calculation. The correlation between the read densities of pooled single cell and bulk cell was quantified by the Pearson Correlation.

#### Clustering analysis for the iscDNase-seq data

##### Expression matrix

First, we computed a read count matrix }{}$R$, in which the columns correspond to cell and rows correspond to DHSs that were identified using pooled single cells. }{}${R_{ij}}$ indicates the number reads at the DHS site }{}$i$ from the }{}$j$th cell. For filtering the non-information DHSs, DHSs with total number of reads over all single cells <150 were filtered out.

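In the deposited matrix of read counts, the DHSs had between 57 and 98194 reads over all cells, with a median of 148 and quartiles of 119 and 214. A minimum of 150 reads therefore fell close to the median and kept 64862 of the 132926 DHSs (48.8%), which held 69.0% of the reads. The DHSs kept had a median width of 900 bp and the 68064 left out a median width of 500 bp. A DHS at the minimum had a read in at most 0.727% of the cells. A minimum of 50 reads left out no DHS, and a minimum of 300 reads kept 16727.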

##### A Latent Semantic Indexing (LSI) analysis

Similar to the previous studies (4,21), we applied latent semantic indexing (LSI) to the read count matrix to reduce the dimensions. To perform the LSI analysis, the read count matrix was normalized by term frequency inverse document frequency (TF-IDF) and then a singular-value decomposition (SVD) was performed on the normalized count matrix. By removing thefirst dimension component after SVD transformation, the inverse SVD transformation was applied, resulting in a normalized read count matrix }{}$E^{\prime}$ in which rows correspond to DHSs and columns correspond to cells.

##### t-SNE visualization and clustering

We applied a t-SNE to the normalized read count matrix }{}$E^{\prime}$. The position of single cells was visualized in the 2D t-SNE representative space. Single cells are labeled in two different ways. First, single cells were labeled according to the clusters they were from. Second, single cells were labeled according the annotation of cell types. DBSCAN was applied to the two-dimensional t-SNE representative space for clustering.

#### Generating heatmap for the cluster specific reads of iscDNase-seq data

##### Identifying cluster specific peaks

The normalized read count matrix }{}$E^{\prime}$ was transformed to another normalized matrix }{}$G$ in which rows correspond to DHSs and columns corresponds to clusters. In particular, }{}${G_{ij}}$ = mean (}{}${E^{\prime}_{ik}})$ for all cell }{}$k$ belonging to cluster }{}$j$. Further, the fold-change of DHSs in each cluster was computed where fold change at peak *i* for cluster *k*}{}$ = \ {\rm{min}}( {\frac{{{G_{ik}}}}{{{G_{ij}}}}} )$ for all }{}$j\ = \ 1,..,4\ and\ \ne k$. For each cluster, we selected DHSs with fold-change >1.5. Finally, the heatmap of }{}$E^{\prime}$ at the specific peaks were plotted.

##### TF motif analysis

For each cluster, AME (22) was applied to the specific peaks for identifying significant motifs, and the top 40 significant motifs were selected first by also requiring *P*-value <0.01. Then of that set, only motifs exclusive to one cluster were kept.

#### Comparing iscDNase-seq against dscATAC-seq

##### Peak calling

Peaks were identified using MACS calls (parameters: –format bed –nomodel –call-summits –nolambda –keep-dup) on each assay-cell type. Unique peak sets are equivalent to A ∩ B’ where A is the assay of interest and B is the other assay with both sets belonging to the same cell type of either single cell or bulk assays. Unique intersecting peak sets are equivalent to taking the intersection between two unique peak sets where one belongs to single cells and the other belongs to bulk cells. These set operations are used to yield a refined set of peaks specific to a single cell assay that are also found in the bulk assay with the same digestion enzyme but not in other assays that use different enzymes.

##### Conservation scores

We compared unique intersecting peak sets by constructing average conservation score profiles for them. For each peak in a peak set, the average phastCons score was plotted at single bp resolution.

##### Enrichment analysis

We compared unique intersecting peak sets by finding the expression of their peaks’ nearest genes within 2.5 kb. Expression data was gathered from GEO (Supplementary Table S1) and the reads per kilobase per million mapped reads was calculated using rpkmforgenes.py^24^. Peaks were then annotated using ChIPseeker (23)with the gene expression data from rpkmforgenes.py.

#### Correlation between cell-to-cell variation in gene expression and accessibility

Coefficient of variation scores were calculated for peak accessibility and gene expression, where the gene expression data came from 10X Genomics. For annotating peaks with TSS, ChIPseeker (23) was used with a 20 kb range, and genes and peaks with no mapped reads were filtered out.

## RESULTS

### TdT terminal transferase and T4 DNA ligase-mediated barcoding strategy

The iscDNase-seq procedure is illustrated in Supplementary Figures S1 and S2. Following DNase I digestion of cells crosslinked with formaldehyde and disuccinimidyl glutarate (DSG), several dGs are added to the DNA ends by the activity of TdT in the presence of T4 DNA ligase and oligo-dC barcode adaptors in a 96-well plate (Supplementary Figure S1). Following base-paring with the oligo-dGs at the DNA ends, the oligo-dC barcode adaptors are ligated to the DNA ends by T4 DNA ligase. The cells are then pooled from 96 wells and aliquoted into new 96-well plates with 30 cells per well by flow cytometry sorting followed by two consecutive rounds of PCR amplification and indexing of DHS DNA (Supplementary Figure S1). The combination of three rounds of barcoding and indexing enables detection of over 15 000 cells in a single experiment.

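White blood cells (WBCs) were processed in 952 wells, each deposited as a sample, in 3 sets of 472, 384 and 96 wells. In iscDNase-seq, DNase I cuts accessible DNA in fixed nuclei, barcode adaptors are joined to the cut ends, and the nuclei are pooled and sorted again into wells, so that a barcode together with a well marks a single cell. The paper describes 30 nuclei per well, 30 min for the ligation and 15 cycles in the second PCR, while the sample labels give 20 nuclei, 60 min and 16 cycles. The authors deposited 3 files for the whole series: the cell barcodes, the list of DHSs with a score for each, and the matrix of raw read counts of each DHS in each cell. The matrix held 20621 cells, 132926 DHSs and 26309145 reads. Its columns carry no names, so which cells came from WBCs and which from sorted cells is not known here, and the matrix was treated as 1 pooled sample without replicates. Only 0.931% of its entries were above 0, and 97.3% of those were a single read. The deposited matrix does not name the DHSs of its lines. They were taken in the natural order of chromosome and start, in which the reads of a DHS followed its deposited score (Spearman correlation 0.943 across DHSs), whereas in the order of the deposited list the correlation was 0.00346. No statistical test was made between cells, because cells are not replicates. Intervals given for shares are exact binomial intervals, those for reads are exact Poisson intervals, and both cover counting error only at a confidence level of 95%.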

We first applied iscDNase-seq to WBCs purified from human blood to detect open chromatin regions at single cell resolution. 

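Each cell of the deposited matrix had a median of 888 reads in DHSs (95% interval of the median 870 to 907), with quartiles of 448 and 1715, a mean of 1276 and a range of 58 to 19132. These values count reads inside the DHSs called from pooled cells and not all reads of a cell, and they cover WBCs and sorted cells together. The median cell had a read in 873 DHSs, or 0.657% of them. A cell with the lowest number of reads and the lowest FRiP that the paper accepts would have 150 reads in peaks. This minimum was met by 20362 of the 20621 cells, whose median was 904 reads, and 259 cells fell below it. The paper's FRiP counts reads in peaks of bulk cell data and not in these DHSs. A cell below this minimum may therefore pass the paper's filter, and a cell above it may fail. The 1% of DHSs with the most reads, 1329 DHSs, held 6.54% of all reads, and without them the median was 826.

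**Figure D1:**
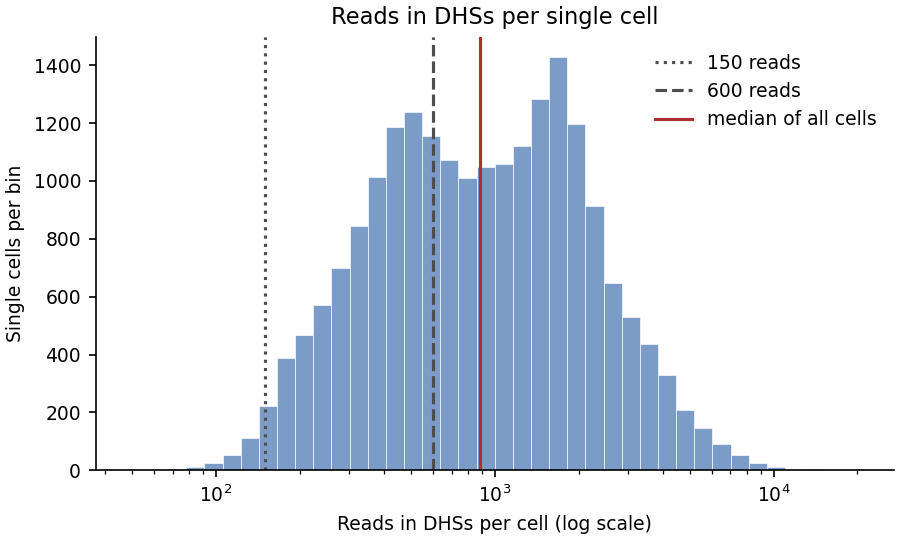
Reads in DHSs per single cell for the 20621 cells of the deposited matrix, with cells per bin on the vertical axis and reads on a logarithmic horizontal axis. The vertical lines mark 150 reads, 600 reads and the median of 888 reads.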

Using a cutoff to filter cells with less than 1000 reads and a fraction of reads in peaks (FRiP) smaller than 15%, we detected ∼15 000 single cells and 10 000 reads per cell on average in a single experiment (Figure 1A). Using a more stringent filtering criterion where a cell must have at least 4000 reads resulted in ∼10 000 single cells and 12 000 reads on average (Supplementary Figure S3A and S3B). 

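The same lowest FRiP turns a minimum of 4000 reads into 600 reads in peaks. In the deposited matrix, 13086 cells (63.5%) had 600 or more reads in DHSs, and their median was 1480 reads (95% interval of the median 1461 to 1499), with a mean of 1799. The remaining 7535 cells were below 600 reads. Since the matrix gives only reads in DHSs of the pooled cells, and FRiP refers to peaks of bulk cell data, this minimum stands in for the paper's criterion. It does not repeat that criterion.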

The read statistics of single cells was shown in Supplementary Material S1. 

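Of the WBC sheet of this table, 1999 lines were read here and 72873 more were left out of the copy used. No well of the other WBC sets was read. The values describe only the 32 whole wells shown, all from the set of 472 wells, with 1952 barcodes. These wells had 97602484 mapped reads and 19822835 reads after removal of duplicates, so that 79.7% of the mapped reads were duplicates, between 67.8% and 86.3% per well. A barcode had a median of 4297.5 non-duplicated reads. Over 1000 non-duplicated reads were found for 1935 of the 1952 barcodes, and the limit of the top 25 barcodes of a well left 800, exactly 25 in each well. The barcodes kept had a mean of 20160 reads, and 798 of them had over 4000. The barcode at rank 25 of a well had a median of 5240.5 reads and the barcode at rank 26 had 5057.5, so that the rank and not the number of reads set the limit in these wells. Counting mapped instead of non-duplicated reads also kept 800 barcodes, which had to follow because all 32 wells had already reached the limit of 25.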

To test potential doublet formation by random collision between any two cells, human WBCs and mouse splenocytes mixed, cross-linked, subjected to DNase I digestion and processed for library construction. From the sequencing data, we observed a collision rate of approximately 13% (Supplementary Figure S3C), which was similar to a previous barcoding strategy for single-cell ATAC-seq (21). 

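The window of this figure was taken from the coordinates printed on its axis, in the hg18 build, and chromosome 5 was taken from the 6 gene names shown there, all of which lie on that chromosome in the GRCh38.p14 gene table. It held 32 DHSs from 139847100 to 140071699, which covered 12.4% of this span of 224600 bp. Over all cells they had 10341 reads (95% Poisson interval 10143 to 10542), between 93 and 1247 per DHS with a median of 180, and 13 of them had fewer than 150 reads. The DHS with the most reads, from 139923600 to 139925299, had 1247 reads and a read in 5.70% of the cells (95% exact binomial interval 5.39 to 6.03). It was followed by the DHS from 140006700 to 140008399 with 932 reads in 4.26% of the cells (3.99 to 4.55) and the DHS from 140059700 to 140060599 with 723 reads in 3.36% of the cells (3.11 to 3.61). The intervals of these 3 DHSs did not overlap. The cells with 600 or more reads in DHSs held 9176 of the reads. Bulk cell data were not analysed here, and no annotation of hg18 was used, so the DHSs are given by position only.

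**Figure D2:**
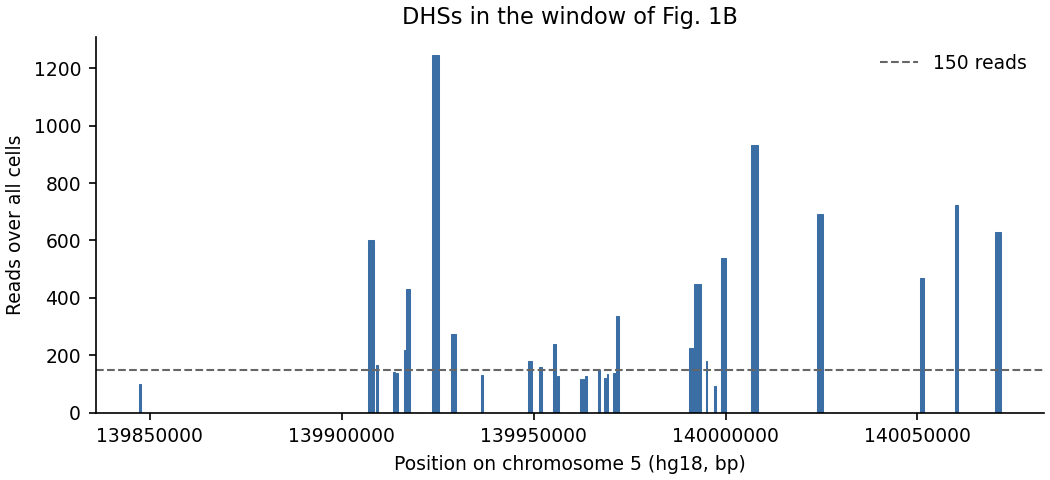
Reads over all cells in each of the 32 DHSs of the window, drawn as bars at their position and width on chromosome 5 (hg18). The dashed line marks 150 reads, and the highest bar is the DHS from 139923600 to 139925299 with 1247 reads.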

The genome browser snapshots (Figure 1B) show highly consistent profiles between the pooled single-cell and bulk cell ENCODE DNase-seq data. The mean of Fraction of reads in peaks is ∼0.16 (Figure 1C). 

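The deposited list for the pooled cells held 132926 DHSs, which covered 108 Mb. Their widths ranged from 100 to 10300 bp with a median of 700 and quartiles of 500 and 900 bp, and 21409 of them (16.1%) were exactly 500 bp wide. All starts lay on a multiple of 100 bp. The authors give each DHS a score, and the 66463 DHSs at or above the median score had a median width of 900 bp. A minimum width of 500 bp left 111097 DHSs.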

We detected 218 595 and 132 926 DHSs from the bulk cell ENCODE data and the pooled single cell data, respectively, in which 112 091 (84%) overlapped (Figure 1D). The read densities of the pooled cells and the ENCODE data were highly correlated (Figure 1E). Also, the pooled single cell data showed enrichment around the transcription start site (TSS) with the enrichment score of 6 (Figure 1F).

**Figure 1.**
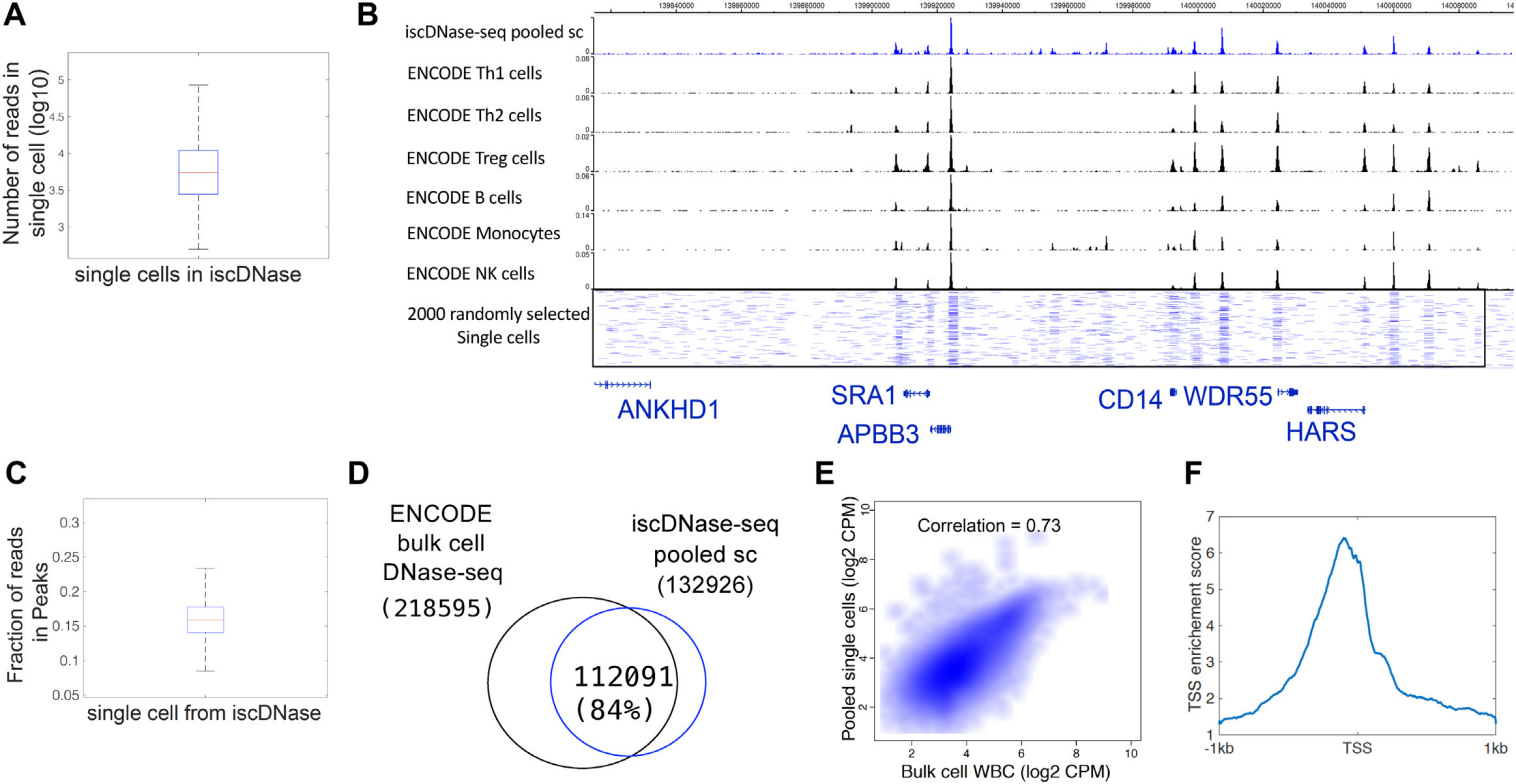
iscDNase-seq detects open chromatin regions in single cells. (**A**) A box plot to show the number of unique reads in single cells. (**B**) A genome browser snapshot showing chromatin accessibility detected by the pooled iscDNase-seq data and ENCODE bulk cell DNase-seq data for different immune cell types. The top track referred to the pooled iscDNase-seq data for human white blood cells. The other tracks, from the top to the bottom, referred to the ENCODE bulk cell DNase-seq data for Th1, Th2, Treg, B cells, monocytes, and NK cells, respectively. (**C**) A box plot to show the Fraction of reads in Peaks (FRiP) in single cells. (**D**) A Venn diagram showing the overlap between the DHSs obtained from the ENCODE DNase-seq data and the pooled single cell DNase-seq data. (**E**) A scatter plot showing the correlation between the read density of the bulk cell DNase-seq and pooled single cell DNase-seq at the DHSs. The correlation was computed using Pearson Correlation. (**F**) A TSS plot showing the TSS enrichment score of the pooled iscDNase-seq data.

All of these results together suggest that the iscDNase-seq method can effectively detect open chromatin regions in WBC.

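The DHS with the most reads in the deposited matrix lies on chromosome 1 from 121185500 to 121186999 (hg18). It had 98194 reads, 0.373% of all reads, and a read in 86.9% of the cells, with up to 111 reads in 1 cell. By contrast, the highest count in 1 cell over the 5970 other DHSs within 100 bp of its width was 7. The next in number of reads were on chromosome 6 from 58884400 to 58887399 with 27719 reads, on chromosome 7 from 61606100 to 61607899 with 21189, on chromosome 1 from 91625300 to 91625799 with 13710 and on chromosome 19 from 32423700 to 32424699 with 13532. Counts of 10 or more in 1 cell were found in 14 DHSs. From the number of reads per cell, the overlap and correlation with bulk cell data and the enrichment around TSSs, the paper proposes that the method can detect open chromatin regions in WBCs.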

### iscDNase-seq data accurately cluster sub-types of cells in WBC

Human WBCs contain T cells, NK cells, monocytes, and B cells. To benchmark cell cluster annotations, we applied iscDNase-seq to human CD4 T cells, B cells, NK cells, and monocytes that were purified by flow cytometry sorting. 

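The sorted cells were processed in 480 wells, each deposited as a sample, and the 4 cell types were pooled before they were sorted into these wells. The sample labels assign the first round of barcodes to cell types by the well of the barcode plate, with barcodes 1 to 15 for T cells, 16 to 30 for B cells, 31 to 45 for NK cells and 46 to 61 for monocytes. The labels of all 1432 wells, those of WBCs included, carry this same layout, so whether it describes the plates of the sorted cells is not certain. Since the columns of the deposited matrix carry no barcodes, its cells could not be assigned to a cell type, and the reads per barcode in Supplementary Material S1 were used instead. Of its sheet for sorted cells, 1999 lines were read and 27281 more were left out of the copy used here, so the values describe the 32 whole wells shown. These wells had 6728693 mapped reads and 5250377 non-duplicated reads, a share of duplicates of 22.0%, between 13.4% and 30.2% per well. Their 1952 barcodes had a median of 752 non-duplicated reads, with quartiles of 408 and 1728.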

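In the 32 wells of sorted cells shown, 781 of 1952 barcodes had over 1000 non-duplicated reads, and 720 of these were also among the top 25 of their well, between 15 and 25 per well. They had a mean of 6378 reads. If the layout in the labels holds for these wells, 98 were T cells (13.6%, 95% exact binomial interval 11.2 to 16.3), 216 B cells (30.0%, 26.7 to 33.5), 83 NK cells (11.5%, 9.29 to 14.1) and 323 monocytes (44.9%, 41.2 to 48.6). Of the 323 of monocytes, 160 came from 5 barcodes that were kept in every well. Without these barcodes, a setting chosen after seeing the data, monocytes were 163 of 560 (29.1%, 25.4 to 33.1) and B cells 38.6% (34.5 to 42.7). T cells were then 17.5% (14.4 to 20.9) and NK cells 14.8% (12.0 to 18.0). All 5 barcodes left out belong to the monocyte part of the layout, so the share of monocytes had to fall. The changed order therefore does not show fewer monocytes than B cells. With all barcodes and over 4000 reads, the numbers of T cells, B cells, NK cells and monocytes were 9, 79, 16 and 135. The median barcode had 404.5 reads in the part of the layout for T cells, 972.5 for B cells, 463.5 for NK cells and 1652.5 for monocytes. In the WBC wells, the same parts had medians of 4104.5, 4283, 4177 and 4816.5 reads. The layout was taken from the labels and not from these values. Counting mapped reads in place of non-duplicated reads kept 763 barcodes. FRiP was not computed for these barcodes, so the paper's whole filter was not applied. The paper's own counts of sorted cells give 18.6% T cells, 9.16% B cells, 25.2% NK cells and 47.0% monocytes. Of these, only the share of monocytes lies inside its interval for barcodes with over 1000 reads. B cells and NK cells also stand in the opposite order. With only part of the wells read and FRiP not applied, this leaves the layout in doubt without deciding on it.

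**Figure D3:**
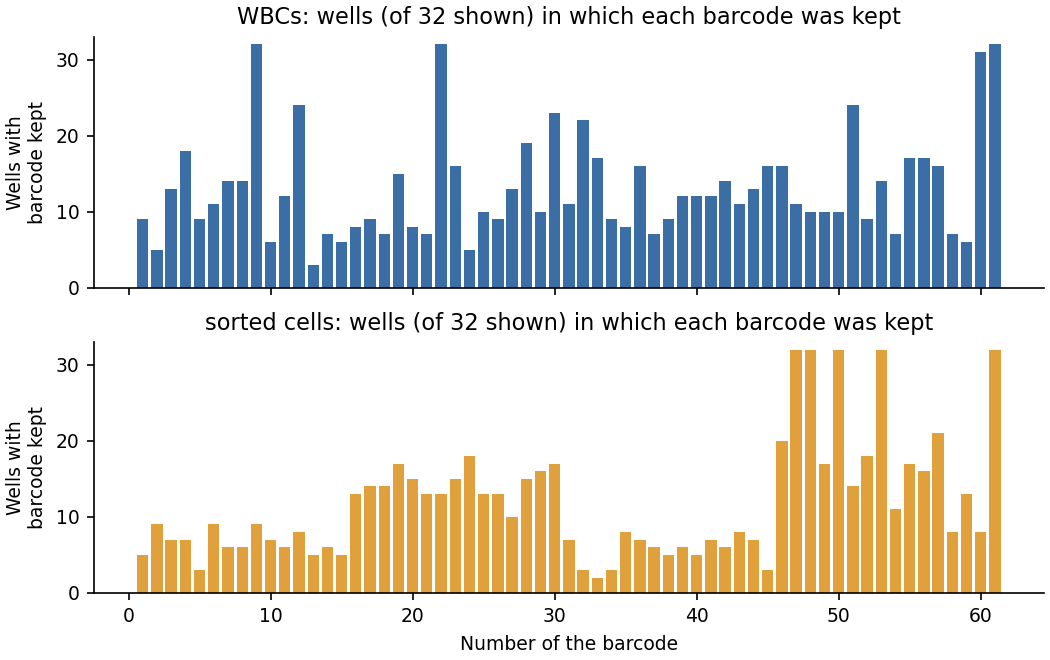
Number of wells, of the 32 shown, in which each of the barcodes 1 to 61 was kept as 1 of the top 25 with over 1000 non-duplicated reads, for WBCs (top) and sorted cells (bottom). Among sorted cells, barcodes 47, 48, 50, 53 and 61 were kept in all 32 wells.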

Using the same filtering strategy as the human WBCs, we obtained 699 B cells, 3590 monocytes, 1421 T cells, and 1923 NK cells. To cluster the single cells from each specific cell type, we first calculated read counts in the DHSs identified from the pooled single cell data for each of the sorted cell types and whole WBCs. Next, we applied the Latent Semantic Indexing method to normalize the data. Finally, the dimensionality reduction t-SNE was directly applied to the normalized read count matrix (Materials and Methods). Finally, the cluster results were visualized along with annotations of the known cell types and clusters (Figure 2A and B). 

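The 20621 cells of the deposited matrix, WBCs and sorted cells together, were clustered after the paper's methods by TF-IDF and SVD of the 64862 DHSs with 150 or more reads, removal of the first of 50 components, t-SNE and DBSCAN. The paper ran t-SNE on the matrix rebuilt by the inverse SVD, whereas here it was run on the components themselves, in which the distances between cells are those of a matrix rebuilt from the same components. The perplexity of 30, the 10 points of DBSCAN and its radius at percentile 99 of the distance to the 10th nearest cell were set here, because the paper's text does not give them. With these settings, 20557 cells formed 1 cluster (99.7%, 95% exact binomial interval 99.6 to 99.8) and 64 cells were unassigned. Among the 13086 cells with 600 or more reads in DHSs, the same steps gave 3 clusters with 11388 (87.0%, 86.4 to 87.6), 1527 (11.7%, 11.1 to 12.2) and 138 cells (1.05%, 0.887 to 1.24). Leiden clustering of the graph of the 15 nearest neighbours in the components, at a resolution of 0.2, gave 3 clusters of all cells with 9299 (45.1%, 44.4 to 45.8), 6812 (33.0%, 32.4 to 33.7) and 4510 cells (21.9%, 21.3 to 22.4). Leiden clustering of the cells with 600 or more reads, chosen after seeing the data, gave 4 clusters with 43.0%, 26.0%, 18.3% and 12.7% of these cells. The clusters are numbered by size and were not named, since no annotation of the hg18 build was used, and the numbers are not those of Fig. 2A.

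**Figure D4:**
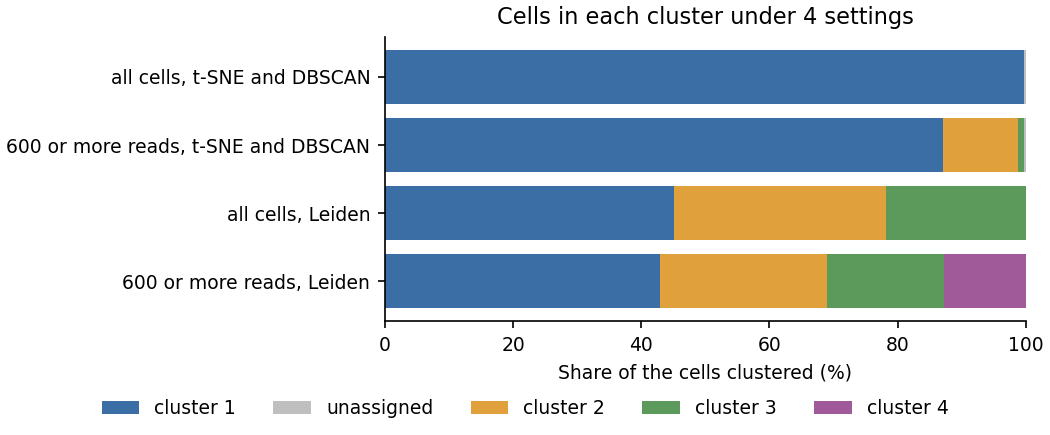
Share of the clustered cells in each cluster, in percent, under 4 settings, with 1 bar per setting and 1 colour per cluster number. Colours rank clusters by size within a bar and do not match cells between bars. The top bar is nearly all cluster 1 (99.7%).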

The clustering analysis of WBCs revealed four clusters of cells (Figure 2A). The sorted B cells, T cells, NK cells and Monocytes were clearly clustered separately (Figure 2B). Comparison between the unsupervised and annotated clusters in Figure 2B suggests that clusters 1, 2, 3 and 4 belonged to B cells, Monocytes, T cells and NK cells, respectively. In order to evaluate the cluster annotations, we defined accuracy as the purity of a cluster or the largest fraction of one of the sorted cell types in a cluster. For example, the fraction of sorted B cells in cluster 1 is close to 100%, while the fractions of other sorted cell types are near zero; thus, cluster 1 cells are more likely to be annotated as B cells, and its cluster accuracy is close to 100%. We found that the cluster accuracies for clusters 1, 2, 3 and 4, which corresponded to B cells, Monocytes, T cells, and NK cells, were all >97% (Figure 2C). Within the human WBCs, there were about 47% monocytes, 19% T cells, 25% NK cells and 9% B cells. Overall, the iscDNase-seq data successfully clustered the four types of immune cells in human WBCs, which indicates that iscDNase-seq is able to identify cell type specific DHSs that can be used in downstream clustering.

**Figure 2.**
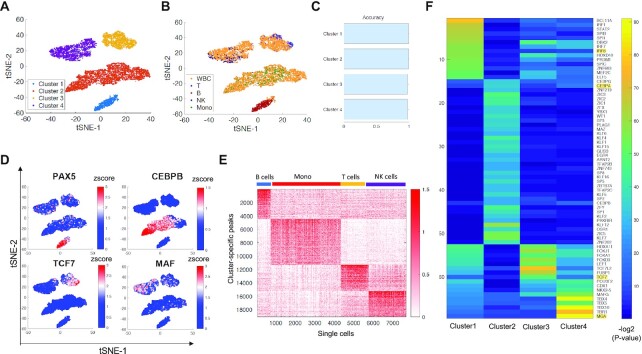
iscDNase-seq detects different sub cell types in human white blood cells and their specific regulatory regions. (**A**) A t-SNE visualization of cells with annotation of cells using the cluster information. (**B**) A t-SNE visualization of cells using the cell type information including the human WBCs, sorted B cells, sorted T cells, sorted NK cells, and sorted monocytes. (**C**) A bar plot showing the accuracy of cell clusters. (**D**) A t-SNE visualization of cells with the accessibility of selected TF genes. The color level indicates the zscore of accessibility across all the cells. Four TF genes were selected including (top left) PAX5, (top right) CEBPB, (bottom left) TCF7 and (bottom right) MAF. (**E**) The cluster-specific peaks show distinct enrichment in different cell types. A heatmap showing the z-score of the normalized read count at the specific peaks for each cluster. (**F**) Key transcription factor motifs enriched in the cluster-specific DHS peaks. Motif enrichment analysis was performed for each group of top specific peaks. The 80 most significant motifs were selected for each cluster. We eliminated those motifs that existed in more the one cluster. A heatmap was shown for the –log (*P*-value) for these TF motifs in each cluster.

Next, we examined whether any clusters were results of cell doublet formation. 

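Because t-SNE and DBSCAN gave a single cluster of all cells, depth was compared between the 3 Leiden clusters of all cells. The median number of reads in DHSs was 1018, 859 and 775 in clusters 1, 2 and 3. These medians are pooled over columns of the matrix along which both depth and cluster shares changed, so their order was not read as a difference between clusters. The 1% of cells with the most reads were 206 cells with at least 5901 reads. Cluster 1 held 23.3% of them (95% exact binomial interval 17.7 to 29.7) and 45.1% of all cells, cluster 2 held 48.5% (41.5 to 55.6) and 33.0% of all cells, and cluster 3 held 28.2% (22.1 to 34.8) and 21.9% of all cells. The interval of cluster 1 lay below its share of all cells, and those of clusters 2 and 3 lay above theirs. With the top 1% taken within each of 21 blocks of up to 1000 columns, a setting chosen after seeing the data, the clusters held 18.0%, 51.5% and 30.6% of the 206 cells, where the shares of the blocks would give 45.1%, 33.0% and 21.9%. Of the top 5% of cells, the clusters held 30.0%, 41.2% and 28.8%. In the 4 Leiden clusters of cells with 600 or more reads, cluster 1 held 78.6% of the 131 cells that are the top 1% of that set and 43.0% of its cells.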

The reads per cell were visualized in the tSNE plots (Supplementary Figure S4A), and the results showed that the cells with extremely high read numbers did not aggregate in any one particular cluster, suggesting that the formation of potential doublets did not affect the clustering results. Furthermore, by examining the accessibility of several genes encoding cell-type specific TFs in the cells of the different clusters, we observed that cell-type specific TF genes (PAX5 for B cells, CEBPB for monocytes, TCF7 for T cells, and MAF for NK cells) exhibited the highest accessibility in the clusters annotated to be the same cell types that express the gene (Figure 2D).

Next, we examined whether we could identify cell type specific regulatory regions using our iscDNase-seq data. To do this, we detected the marker peaks that can distinguish each cluster from the other clusters (Methods). As shown in Figure 2E, the cluster-specific peaks have the highest normalized read counts in the specifically annotated cell types. 

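In the 3 Leiden clusters of all cells, the reads of each DHS were summed over the cells of a cluster and scaled to the reads in DHSs of the cluster as RPM. For folds, 1 read was first added to each sum, while the RPM printed here are without it. Of the 64862 DHSs with 150 or more reads, 21502 (33.2%) were over 1.5-fold higher in 1 cluster than in each other cluster: 8641 in cluster 1, 11021 in cluster 2 and 1840 in cluster 3. In 10 draws of random groups of cells of the same sizes, the median was 234 DHSs and the highest 247. Clusters made again from the DHSs of odd-numbered chromosomes gave 10294 such DHSs among the 30417 on even-numbered chromosomes, where random groups gave a median of 102.5. The paper takes the fold on means of the LSI-reconstructed matrix. In the matrix rebuilt here, with the 3 Leiden clusters, 54.1% of such means were at or below 0, where a ratio has no meaning as a fold. The paper's own means were not examined. With the rule changed so that a positive mean counts as higher than any mean at or below 0, 60641 DHSs were called, which is therefore not the count of the paper's formula. The largest fold in cluster 1 was that of the DHS on chromosome 7 from 134046100 to 134046899, with 20.9 RPM (95% Poisson interval 18.4 to 23.7) and 5.93-fold more than in the next cluster. In cluster 2 it was the DHS on chromosome 7 from 210400 to 211099, with 29.6 RPM (26.2 to 33.4) and a fold of 5.44, and in cluster 3 the DHS on chromosome 8 from 11440500 to 11441399 with a fold of 7.57. The next DHSs were on chromosomes 16 from 83109800 (5.81) and 3 from 18389300 (5.02) in cluster 1, on chromosome 8 from 613300 (5.14) and from 97652200 (5.07) in cluster 2, and on chromosomes 7 from 47731300 (7.05) and 22 from 40662000 (6.73) in cluster 3. Each of these 9 DHSs was selected for its fold, so the folds are upper ends of a distribution whose median was 1.28. The paper selected such peaks by their fold over every other cluster and states that they have the highest normalized read counts in the cell types to which the clusters were annotated.

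**Figure D5:**
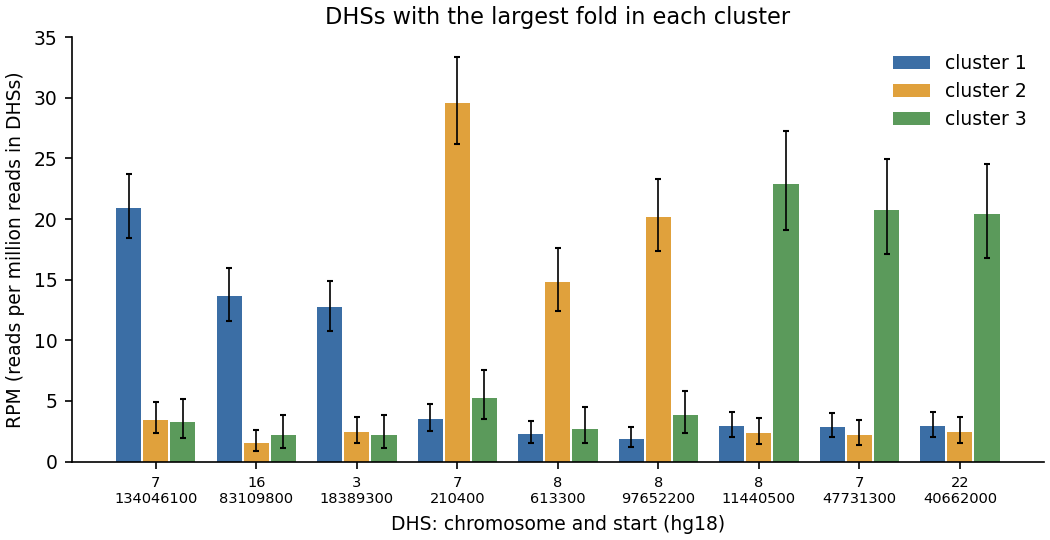
RPM, scaled to the reads in DHSs of a cluster, in the 3 Leiden clusters for the 3 DHSs with the largest fold in each cluster, named by chromosome and start (hg18). Bars show the sum over the cells of a cluster and error bars the 95% Poisson interval, which covers counting error only. Each DHS is highest in the cluster it was selected for.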

To identify potential transcription factors that are associated with the cluster-specific peaks, we detected enriched motifs using AME (24). For each cluster, the top 40 significant motifs were selected first, and then of that set, only motifs exclusive to one cluster were kept (Figure 2F). We found that the set of enriched motifs in each cluster included target motifs for specific transcription factors known to be critical to the cell types that the clusters belonged to. For example, the IRF8 motif, which is specific to B cells (25), was enriched in cluster 1, which corresponds to B cells; the CEBPA motif, which is specific to Monocytes (26), was enriched in cluster 2, which corresponds to Monocytes; the TCF7 motif, which is critical to T cells (27), was enriched in cluster 3, which corresponds to T cells; and the MGA motif, which is specific to NK cells (28,29), was enriched in cluster 4, which corresponds to NK cells. To further confirm whether these TFs were specifically expressed in the corresponding cell types, their gene expression levels in the bulk cell data were examined and the four TFs were found to be specifically expressed in the corresponding cell types (Supplementary Figure 4B). These results suggest that iscDNase-seq is an efficient method to detect regulatory regions that are associated with cell-type specific TFs.

### iscDNase-seq and scATAC-seq reveal both common and distinct information in WBCs

scATAC-seq and iscDNase-seq use different enzymes (Tn5 or DNase I) to probe chromatin accessibility, and thus iscDNase-seq may reveal information that is not recognized by scATAC-seq. To test this idea, we downloaded the recent single cell ATAC-seq data (dscATAC-seq) (10) for B cells, monocytes, T cells, and NK cells (10). For both dscATAC-seq and iscDNase data, the cell-type specific peaks were identified using MACS with a peak width setting of 500 bp. By comparing the cell-type specific peaks from iscDNase-seq with those from dscATAC-seq, we found that peaks from iscDNase-seq were highly overlapped with the peaks from dscATAC-seq only when they were from the same cell type (Figure 3A). This indicates that both assays are able to identify cell-specific open chromatin regions. Global analysis of the accessible sites in single cell and bulk cell assays revealed that a non-trivial fraction of the open regions was detected only by the DNase- or Tn5-related assays (Figure 3B, Supplementary Figure S5). For example, iscDNase-seq and dscATAC-seq found 3,099 and 48,112 peaks distinct from the other assay in B cells, respectively (Figure 3B, right panel). Visual inspection of the accessible sites on Genome Browser snapshots revealed distinct sites detected by iscDNase-seq and dscATAC-seq across gene loci. For example, iscDNase-seq and scATAC-seq detected same as well as distinct sites across the PAX5 gene locus in B cells (Figure 3C). While Site 2 was highly accessible in both assays (brown), Sites 3 and 4 were preferentially detected by iscDNase-seq (red) and Site 1 was preferentially detected by dscATAC-seq (blue).

**Figure 3.**
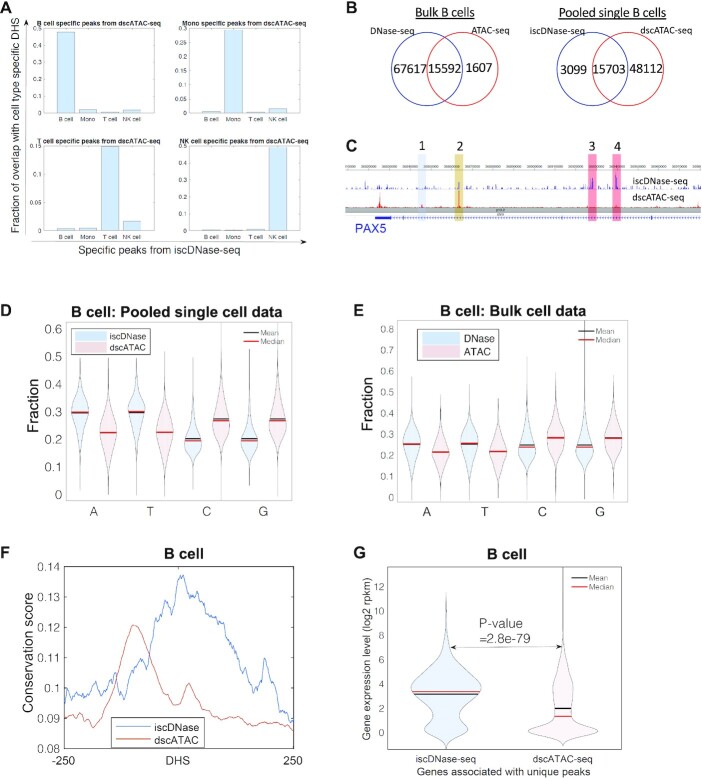
iscDNase-seq predicts functional open chromatin regions. (**A**) A bar plot showing the overlap between the cell type specific peaks from dscATAC-seq and the cell type specific peaks from the iscDNase-seq. Each subplot refers to the comparison between the cell type specific peaks from dscATAC-seq in one cell type with the cell type specific peaks from iscDNase-seq in four cell types. (**B**) Venn diagrams showing the overlap between peak sets from bulk DNase-seq and bulk ATAC-seq in B cells (left) and the overlap between the peak sets from iscDNase-seq and dscATAC-seq in B cells (right). (**C**) A Genome Browser track showing similarities and differences between the iscDNase-seq and dscATAC-seq datasets at the PAX5 gene locus in B cells. (**D**) A violin plot showing the fraction of nucleotides (A, T, C and G) at the unique peaks from iscDNase-seq and dscATAC-seq for B cells. (**E**) A violin plot showing the fraction of nucleotides (A, T, C and G) at the unique peaks from bulk cell DNase-seq and bulk cell ATAC-seq for B cells. (**F**) Sequence conservation scores from B cells for the unique iscDNaseq peaks and unique dscATAC-seq peaks. The unique peaks detected by iscDNase-seq are more likely conserved peaks than those uniquely detected by dscATAC-seq. (**G**) A violin plot showing the gene expression levels in B cells of genes associated with unique iscDNase-seq, unique dscATAC-seq peaks.

To examine the functional significance of unique sites detected by iscDNase-seq versus dscATAC-seq, we first analyzed the gene ontology terms associated with the unique sites. We found that the enriched GO terms for the unique sites detected by iscDNase-seq and dscATAC-seq were very different (Supplementary Figure S6). The GO terms associated with unique iscDNase-seq peaks include histone modifications (B cells), myeloid cell differentiation (Monocytes), chromatin organization and NF-kappaB signaling (T cells), NF-kappaB signaling (NK cells). Many of these GO terms are related to immune functions. However, the GO terms associated with unique dscATAC-seq peaks include canonical WTN signaling pathway and kidney epithelium development (B cells), embryonic organ morphogenesis and skeletal system morphogenesis (Monocytes), axon guidance and neuron projection guidance (T cells and NK cells). These terms are not associated with immune functions. From these results, it appears that the unique peaks from the iscDNase-seq datasets are more likely to be associated with cell-specific functions of the underlying cells. Thus, the unique peaks from the iscDNase-seq date sets may be a better predictor of cell-specific enhancers than the unique dscATAC-seq peaks.

Next, we compared the nucleotide compositions of unique sites detected by iscDNase-seq and dscATAC-seq. We observed that the unique iscDNase-seq sites were more likely to be AT-rich while the unique dscATAC-seq peaks were more likely to be CG-rich (Figure 3D and Supplementary Figure S7). These trends were also observed in the unique peaks from the bulk cell DNase-seq and ATAC-seq data (Figure 3E and Supplementary Figure S7). It has been suggested that AT-rich regions were more related to the cell type (30). These results motivated the hypothesis that the unique iscDNase-seq peaks are more likely to contribute to transcriptional regulation than the unique dscATAC-seq peaks do.

To test this hypothesis, we compared their level of sequence conservation as sequence conservation is often an indicator of functional element. By retrieving the average phastCons conservation scores (31) of the unique iscDNase-seq and dscATAC-seq sites, we observed that the unique DNase-seq sites were more likely to have a conserved region around the center of the sites, while the unique dscATAC-seq peaks have a lower conserved region away from the center of the sites (Figure 3F and Supplementary Figure S8). Next, we identified the genes that are located near either a unique iscDNase-seq peak or a unique dscATAC-seq peak (Materials and Methods) and compared the expression levels of the two gene groups. The analysis revealed that the genes located near unique iscDNase-seq sites showed significantly higher expression levels than those located near unique dscATAC-seq sites (Figure 3G and Supplementary Figure S9). These results suggest that the unique iscDNase-seq peaks may be more likely to contribute to transcriptional regulation than the unique dscATAC-seq peaks do.

### iscDNase-seq provide better prediction of cellular heterogeneity in gene expression compared to scATAC-seq

One major goal of performing single-cell experiments is to examine the cellular heterogeneity. Elucidating the relationship between cell-to-cell variation in different omics layers is critical for identifying the origins of cellular heterogeneity and understanding how different omics layers interact. Previous studies reported that cell-to-cell variation in accessibility is positively correlated with that in gene expression. However, it is not clear whether the degree of difference in detecting accessibility could affect this correlation. To address this question, we computed the correlation between iscDNase-seq or dscATAC-seq with scRNA-seq as described in Figure 4A and B.

**Figure 4.**
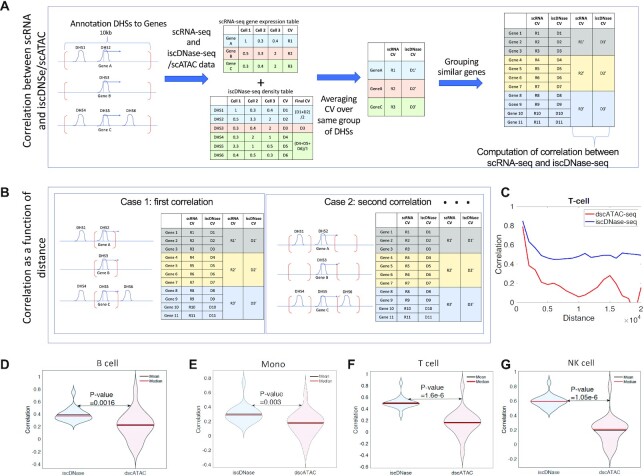
The cell-to-cell variation in DHS detected by iscDNase-seq is highly correlated with variation in gene expression. (**A**) A schematic diagram showing the calculation for the correlation between cell-to-cell variation in gene expression and accessibility. First, Genes are annotated to the nearest DHSs located within the selected genomic regions enclosed by the red brackets. Second, we computed the density table and gene expression table for dscATAC-seq/iscDNase-seq and scRNA-seq, respectively. Also, for each gene and DHSs, we computed the coefficient of variation. Third, more than one DHS may be annotated to a gene. If it was the case, an average coefficient of variation (CV) was taken over DHSs which were annotated to the same gene. Forth, 20 genes were grouped in a group based on their CV in accessibility. Fifth, we computed the averaged CV for each group of genes and each assay. Spearman correlation was computed between CV obtained from scRNA-seq and iscDNase-seq/dscATAC-seq over the groups of genes. (**B**) By varying the selection of the genomic regions enclosed by the red brackets, multiple correlation coefficients are obtained. In particular, the DHS regions closest to the TSSs were first selected. Then the DHS regions with increasing distance from the TSSs were selected. (**C**) The correlation between cell-to-cell variation in gene expression and accessibility for T cells were plotted as a function of distance, in which distance refers to the distance between the selected genomics regions and the closest TSSs. Correlation for both dscATAC-seq (red) and iscDNase-seq (blue) were computed. (**D**) A violin plot for correlation between cell-to-cell variation in gene expression and accessibility for B cells for both dscATAC-seq and iscDNase-seq were plotted. (**E**) A violin plot for correlation between cell-to-cell variation in gene expression and accessibility for monocytes for both dscATAC-seq and iscDNase-seq were plotted. (**F**) A violin plot for correlation between cell-to-cell variation in gene expression and accessibility for T cells for both dscATAC-seq and iscDNase-seq were plotted. (**G**) A violin plot for correlation between cell-to-cell variation in gene expression and accessibility for NK cells for both dscATAC-seq and iscDNase-seq were plotted.

The strategy of calculating the correlation between iscDNase-seq or dscATAC-seq with scRNA-seq is described below (Figure 4A and B). DHSs were annotated to a gene if the distance between them is shorter than a threshold (e.g. 10 kb). Therefore, while computing the cell-to-cell variation in gene expression, the corresponding cell-to-cell variation in accessibility can also be computed. Note that the cell-to-cell variation is characterized by the coefficient of variation. Also, genes are aggregated into different groups based on the ranked CV in accessibility. Each group of genes are assigned with the average cell-to-cell variation in both gene expression and accessibility. Finally, the correlation between cell-to-cell variation in gene expression and accessibility over the groups of genes (Figure 4A) is computed.

It is possible that either of the assays detects the more precise accessibility of the open chromatin regions at different distances away from TSSs. Therefore, genome regions that are 20 kb downstream and upstream of TSSs are divided into bins with equal bin size of 1,000 bp. For each assay, we computed multiple correlation coefficients between the variation in accessibility and gene expression, using different annotations of DHSs to TSS based on the consideration of different bins. In each calculation, only bins that have the same distance away from TSSs were considered. Finally, we obtained a set of correlation coefficients which refer to bins that are located away from TSSs with different distances (Figure 4B). DHSs that are further away from TSSs is expected to have lower impact to the gene expression of the TSSs. Indeed, we observed that the correlation between cell-to-cell variation in accessibility and gene expression decrease, for both iscDNase-seq and dscATAC-seq, when the distance between the considered DHSs and TSSs increases (Figure 4C). However, the correlation between iscDNase-seq and scRNA-seq is significantly higher than that between dscATAC-seq and scRNA-seq through all distances (Figure 4C). Furthermore, the variation in accessibility of iscDNase-seq peaks annotated to TSS is significantly better correlated with variation in gene expression than the variation measured by dscATAC-seq peaks (Figure 4D–G).

## DISCUSSION

We previously demonstrated scDNase-seq is a sensitive method for detecting genome-wide DHSs in very small number of cells or single-cells (6). Furthermore, cell-to-cell variation in chromatin accessibility calculated using single-cell DHS data generated by scDNase-seq was highly correlated with that of gene expression based on scRNA-seq data (6). In this study, we designed a new strategy, iscDNase-seq, to dramatically improve the throughput of single-cells that can be analyzed in one experiment. iscDNase-seq is capable of analyzing tens of thousands of single-cells in one experiment, 100-fold improvement compared with the current scDNase-seq method, without the need of expensive and sophisticated equipment and accessible to most molecular biology laboratories.

Although both ATAC-seq and DNase-seq provide information on chromatin accessibility, recent studies found that DNase-seq and ATAC-seq can detect different chromatin open regions and DNase-seq is more likely to detect enhancer regions compared to ATAC-seq (3,11,12), suggesting that iscDNase-seq and single cell ATAC-seq assays may detect different properties of chromatin. Although our results from comparing the iscDNase-seq data and single cell ATAC-seq data indicated that the data generated using iscDNase-seq protocol has higher background and lower enrichment compared to current dscATAC-seq protocol, the DHS regions uniquely detected by iscDNase-seq showed higher sequence conservation scores than those uniquely detected by scATAC-seq. Furthermore, we demonstrate that the genes located near DHSs uniquely detected by iscDNase-seq exhibited higher expression levels than the genes located near DHSs uniquely detected by single cell ATAC-seq assays. These results indicated that iscDNase-seq is more likely to detect functional elements required for cell-specific gene expression than the single cell ATAC-seq assays do. Consistent with this, we found that the correlation between the cell-to-cell variations in gene expression and DHSs detected by iscDNase-seq is also significantly higher than that between the cell-to-cell variations in gene expression and DHSs detected by single cell ATAC-seq assays. All these results together suggest that iscDNase-seq is an attractive alternative single cell method for single-cell epigenomics studies.

## DATA AVAILABILITY

The iscDNase-seq data are available from GSE156017. The code can be downloaded from https://github.com/wailimku/iscDNase-seq.git.

## Supplementary Material

gkab102_Supplemental_Files Click here for additional data file.

## References

[1] Patel A.P. , TiroshI., TrombettaJ.J., ShalekA.K., GillespieS.M., WakimotoH., CahillD.P., NahedB.V., CurryW.T., MartuzaR.L.et al. Single-cell RNA-seq highlights intratumoral heterogeneity in primary glioblastoma. Science. 2014; 344:1396–1401.2492591410.1126/science.1254257PMC4123637

[2] Lai B. , GaoW., CuiK., XieW., TangQ., JinW., HuG., NiB., ZhaoK. Principles of nucleosome organization revealed by single-cell micrococcal nuclease sequencing. Nature. 2018; 562:281–285.3025822510.1038/s41586-018-0567-3PMC8353605

[3] Mezger A. , KlemmS., MannI., BrowerK., MirA., BostickM., FarmerA., FordyceP., LinnarssonS., GreenleafW. High-throughput chromatin accessibility profiling at single-cell resolution. Nat. Commun.2018; 9:3647.3019443410.1038/s41467-018-05887-xPMC6128862

[4] Chen X. , MiragaiaR.J., NatarajanK.N., TeichmannS.A. A rapid and robust method for single cell chromatin accessibility profiling. Nat. Commun.2018; 9:5345.3055936110.1038/s41467-018-07771-0PMC6297232

[5] Cusanovich D.A. , HillA.J., AghamirzaieD., DazaR.M., PlinerH.A., BerletchJ.B., FilippovaG.N., HuangX., ChristiansenL., DeWittW.S.et al. A single-cell atlas of in vivo mammalian chromatin accessibility. Cell. 2018; 174:1309–1324.3007870410.1016/j.cell.2018.06.052PMC6158300

[6] Jin W. , TangQ., WanM., CuiK., ZhangY., RenG., NiB., SklarJ., PrzytyckaT.M., ChildsR.et al. Genome-wide detection of DNase I hypersensitive sites in single cells and FFPE tissue samples. Nature. 2015; 528:142–146.2660553210.1038/nature15740PMC4697938

[7] Ren G. , JinW., CuiK., RodrigezJ., HuG., ZhangZ., LarsonD.R., ZhaoK. CTCF-Mediated enhancer-promoter interaction is a critical regulator of cell-to-cell variation of gene Expression. Mol. Cell. 2017; 67:1049–1058.2893809210.1016/j.molcel.2017.08.026PMC5828172

[8] Buenrostro J.D. , WuB., LitzenburgerU.M., RuffD., GonzalesM.L., SnyderM.P., ChangH.Y., GreenleafW.J. Single-cell chromatin accessibility reveals principles of regulatory variation. Nature. 2015; 523:486–490.2608375610.1038/nature14590PMC4685948

[9] Satpathy A.T. , SaligramaN., BuenrostroJ.D., WeiY., WuB., RubinA.J., GranjaJ.M., LareauC.A., LiR., QiY.et al. Transcript-indexed ATAC-seq for precision immune profiling. Nat. Med.2018; 24:580–590.2968642610.1038/s41591-018-0008-8PMC5948148

[10] Lareau C.A. , DuarteF.M., ChewJ.G., KarthaV.K., BurkettZ.D., KohlwayA.S., PokholokD., AryeeM.J., SteemersF.J., LebofskyR.et al. Droplet-based combinatorial indexing for massive-scale single-cell chromatin accessibility. Nat. Biotechnol.2019; 37:916–924.3123591710.1038/s41587-019-0147-6PMC10299900

[11] Li Z. , SchulzM.H., LookT., BegemannM., ZenkeM., CostaI.G. Identification of transcription factor binding sites using ATAC-seq. Genome Biol.2019; 20:45.3080837010.1186/s13059-019-1642-2PMC6391789

[12] Karabacak Calviello A. , HirsekornA., WurmusR., YusufD., OhlerU. Reproducible inference of transcription factor footprints in ATAC-seq and DNase-seq datasets using protocol-specific bias modeling. Genome Biol.2019; 20:42.3079192010.1186/s13059-019-1654-yPMC6385462

[13] Tian B. , YangJ., BrasierA.R. Two-step cross-linking for analysis of protein–chromatin interactions. Methods Mol. Biol.2012; 809:105–120.2211327110.1007/978-1-61779-376-9_7PMC4148016

[14] Kidder B.L. , HuG., ZhaoK. ChIP-Seq: technical considerations for obtaining high-quality data. Nat. Immunol.2011; 12:918–922.2193466810.1038/ni.2117PMC3541830

[15] Cooper J. , DingY., SongJ., ZhaoK. Genome-wide mapping of DNase I hypersensitive sites in rare cell populations using single-cell DNase sequencing. Nat. Protoc.2017; 12:2342–2354.10.1038/nprot.2017.099PMC1100522729022941

[16] Ku W.L. , NakamuraK., GaoW., CuiK., HuG., TangQ., NiB., ZhaoK. Single-cell chromatin immunocleavage sequencing (scChIC-seq) to profile histone modification. Nat. Methods. 2019; 16:323.3092338410.1038/s41592-019-0361-7PMC7187538

[17] Langmead B. , SalzbergS.L. Fast gapped-read alignment with Bowtie 2. Nat. Methods. 2012; 9:357–359.2238828610.1038/nmeth.1923PMC3322381

[18] Zhang Y. , LiuT., MeyerC.A., EeckhouteJ., JohnsonD.S., BernsteinB.E., NusbaumC., MyersR.M., BrownM., LiW.et al. Model-based analysis of ChIP-Seq (MACS). Genome Biol.2008; 9:R137.1879898210.1186/gb-2008-9-9-r137PMC2592715

[19] Zhou X. , MaricqueB., XieM., LiD., SundaramV., MartinE.A., KoebbeB.C., NielsenC., HirstM., FarnhamP.et al. The human epigenome browser at washington university. Nat. Methods. 2011; 8:989–990.2212721310.1038/nmeth.1772PMC3552640

[20] Lawrence M. , HuberW., PagesH., AboyounP., CarlsonM., GentlemanR., MorganM.T., CareyV.J. Software for computing and annotating genomic ranges. PLoS Comput. Biol.2013; 9:e1003118.2395069610.1371/journal.pcbi.1003118PMC3738458

[21] Cusanovich D.A. , DazaR., AdeyA., PlinerH.A., ChristiansenL., GundersonK.L., SteemersF.J., TrapnellC., ShendureJ. Multiplex single cell profiling of chromatin accessibility by combinatorial cellular indexing. Science. 2015; 348:910–914.2595381810.1126/science.aab1601PMC4836442

[22] McLeay R.C. , BaileyT.L. Motif enrichment analysis: a unified framework and an evaluation on ChIP data. BMC Bioinformatics. 2010; 11:165.2035641310.1186/1471-2105-11-165PMC2868005

[23] Yu G. , WangL.G., HeQ.Y. ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. Bioinformatics. 2015; 31:2382–2383.2576534710.1093/bioinformatics/btv145

[24] Heinz S. , BennerC., SpannN., BertolinoE., LinY.C., LasloP., ChengJ.X., MurreC., SinghH., GlassC.K. Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell. 2010; 38:576–589.2051343210.1016/j.molcel.2010.05.004PMC2898526

[25] Mookerjee-Basu J. , KappesD.J. New ingredients for brewing CD4(+)T (cells): TCF-1 and LEF-1. Nat. Immunol.2014; 15:593–594.2494094410.1038/ni.2927

[26] Feinberg M.W. , WaraA.K., CaoZ., LebedevaM.A., RosenbauerF., IwasakiH., HiraiH., KatzJ.P., HaspelR.L., GrayS.et al. The Kruppel-like factor KLF4 is a critical regulator of monocyte differentiation. EMBO J.2007; 26:4138–4148.1776286910.1038/sj.emboj.7601824PMC2230668

[27] Simonetta F. , PradierA., RoosnekE. T-bet and eomesodermin in NK cell development, maturation, and function. Front. Immunol.2016; 7:241.2737910110.3389/fimmu.2016.00241PMC4913100

[28] Cobaleda C. , SchebestaA., DeloguA., BusslingerM. Pax5: the guardian of B cell identity and function. Nat. Immunol.2007; 8:463–470.1744045210.1038/ni1454

[29] Wang H. , LeeC.H., QiC., TailorP., FengJ., AbbasiS., AtsumiT., MorseH.C.3rd IRF8 regulates B-cell lineage specification, commitment, and differentiation. Blood. 2008; 112:4028–4038.1879972810.1182/blood-2008-01-129049PMC2581985

[30] Vinogradov A.E. , AnatskayaO.V. DNA helix: the importance of being AT-rich. Mamm. Genome. 2017; 28:455–464.2883609610.1007/s00335-017-9713-8

[31] Zhou Y. , LiangY., LynchK.H., DennisJ.J., WishartD.S. PHAST: a fast phage search tool. Nucleic Acids Res.2011; 39:W347–352.2167295510.1093/nar/gkr485PMC3125810

# Supplementary material for: Multiplex indexing approach for the detection of DNase I hypersensitive sites in single cells
**Source:** Nucleic Acids Res. 2021 Mar 8;49(10):e56. doi: 10.1093/nar/gkab102
**Supplement:** gkab102_Supplemental_Files

### iscDNase-seq Illustration

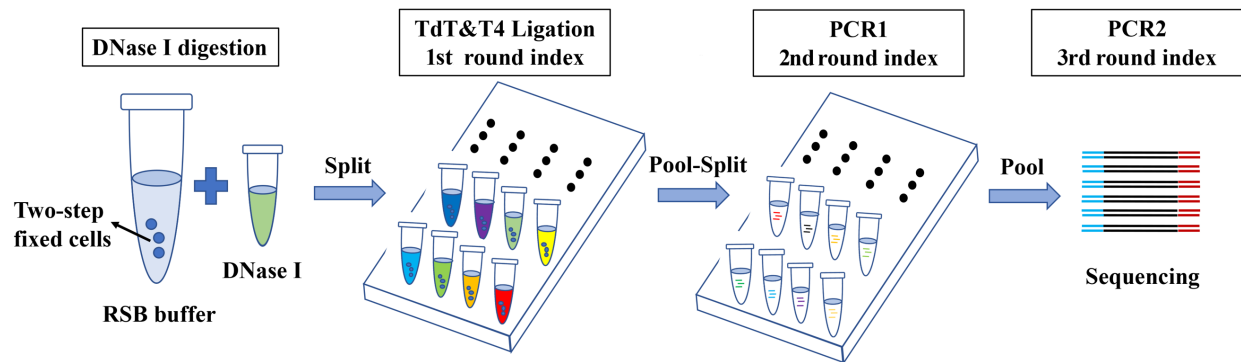

**Supplementary Figure 1. Illustration of iscDNase-seq methods.** Experimental flow chart of the iscDNase-seq protocol.

## TdT&T4 ligation Illustration

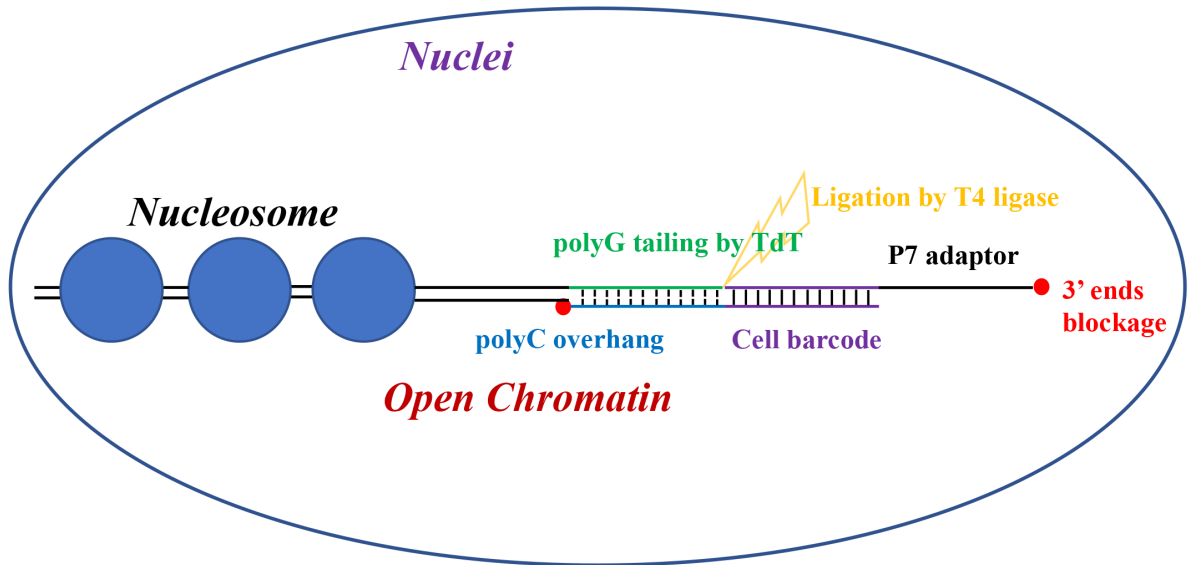

**Supplementary Figure 2. Illustration of TdT&T4 Ligation strategy.** The sequence of reaction is as following: (1) addition of several dGs to the 3' end of DNA by TdT; (2) annealing of oligo-dC barcode primer to the oligo dG sequence; (3) repairing the oligo-dG and T7 adaptor sequences by T4 DNA ligase.

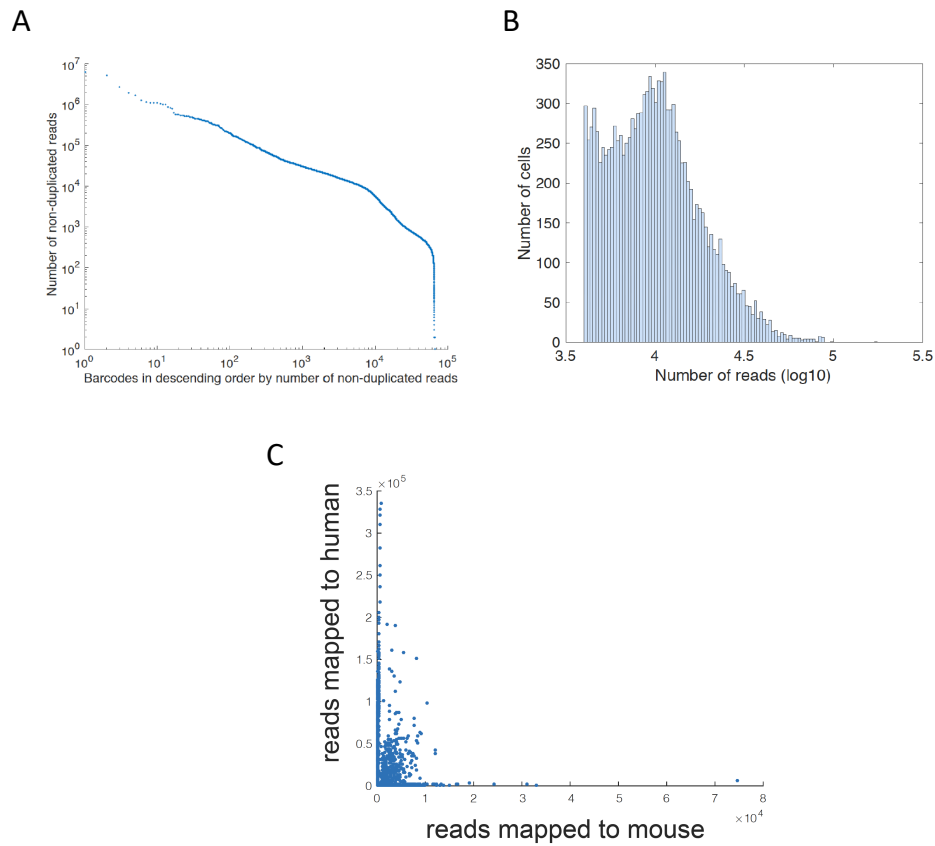

### Supplementary Figure 3. Quality control of the iscDNase-seq.

- A. A knee plot for the iscDNase-seq single cell data.
- B. A distribution plot for the reads per cell in which reads is in the log10 scale.
- C. Human and mouse cells were mixed before the DNase I digestion step. Following the library construction and sequencing, the numbers of sequence reads mapped to either the human (y-axis) and mouse (x-axis) genomes from each single cell were plotted. Each dot represents one barcode.

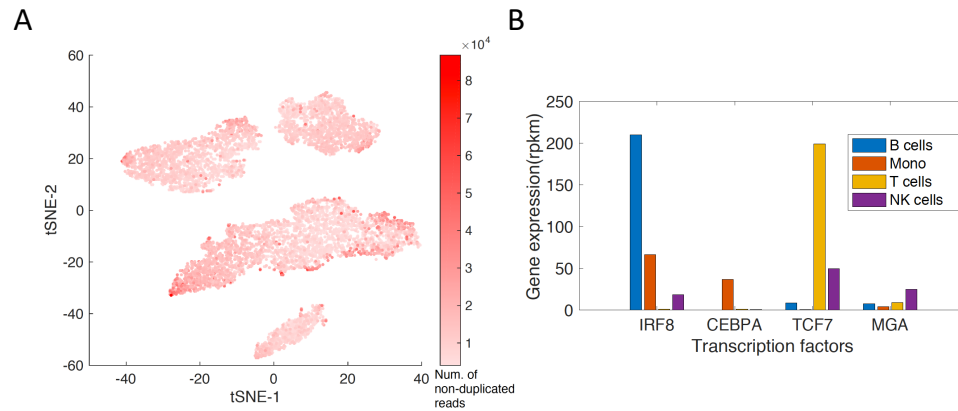

**Supplementary Figure 4. Sequencing depth in each cell and TF Motifs enriched in clusters.**

- A. A t-SNE visualization of cells with the number of non-duplicated reads.
- B. Bar plot showing the gene expression (rpkm) in monocytes, T cells, B cells, and NK cells for selected TFs. IRF8, CEBPA, TCF7, MAG were selected.

A

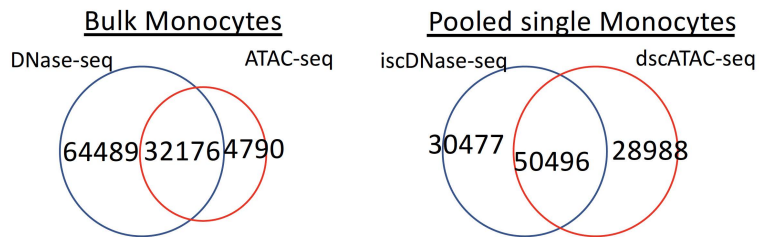

B

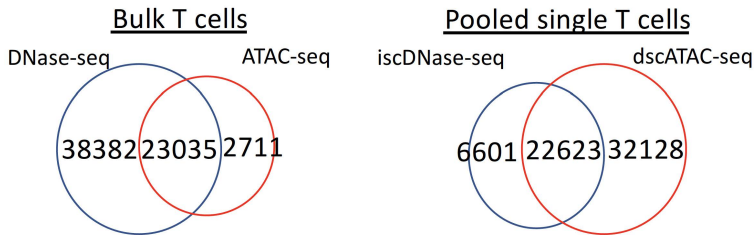

C

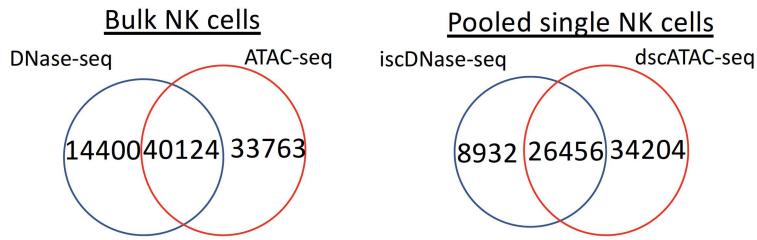

**Supplementary Figure 5. Venn diagrams between iscDNase-seq and dscATAC-seq for T cells, NK cells and monocytes (right). Venn diagrams between bulk cell DNase-seq and ATAC-seq for T cells, NK cells and monocytes (left).**

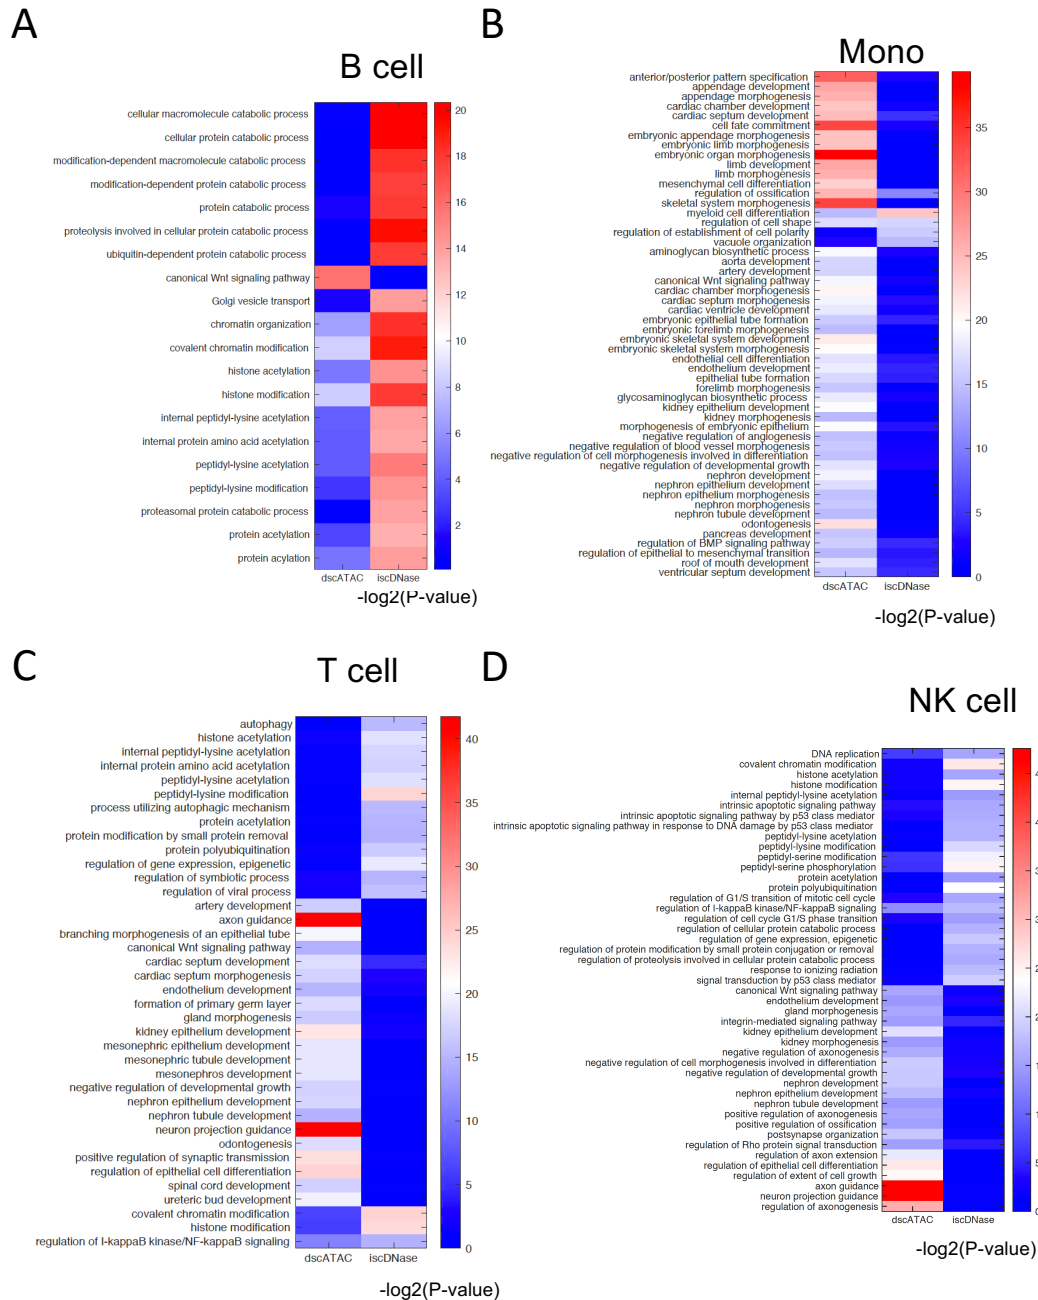

**Supplementary Figure 6. Gene ontology analysis for the unique iscDNase-seq peaks and unique dscATAC-seq peaks. The four heatmaps are for (A) B cells, (B) monocytes, (C) T cells, and (D) NK cells.**

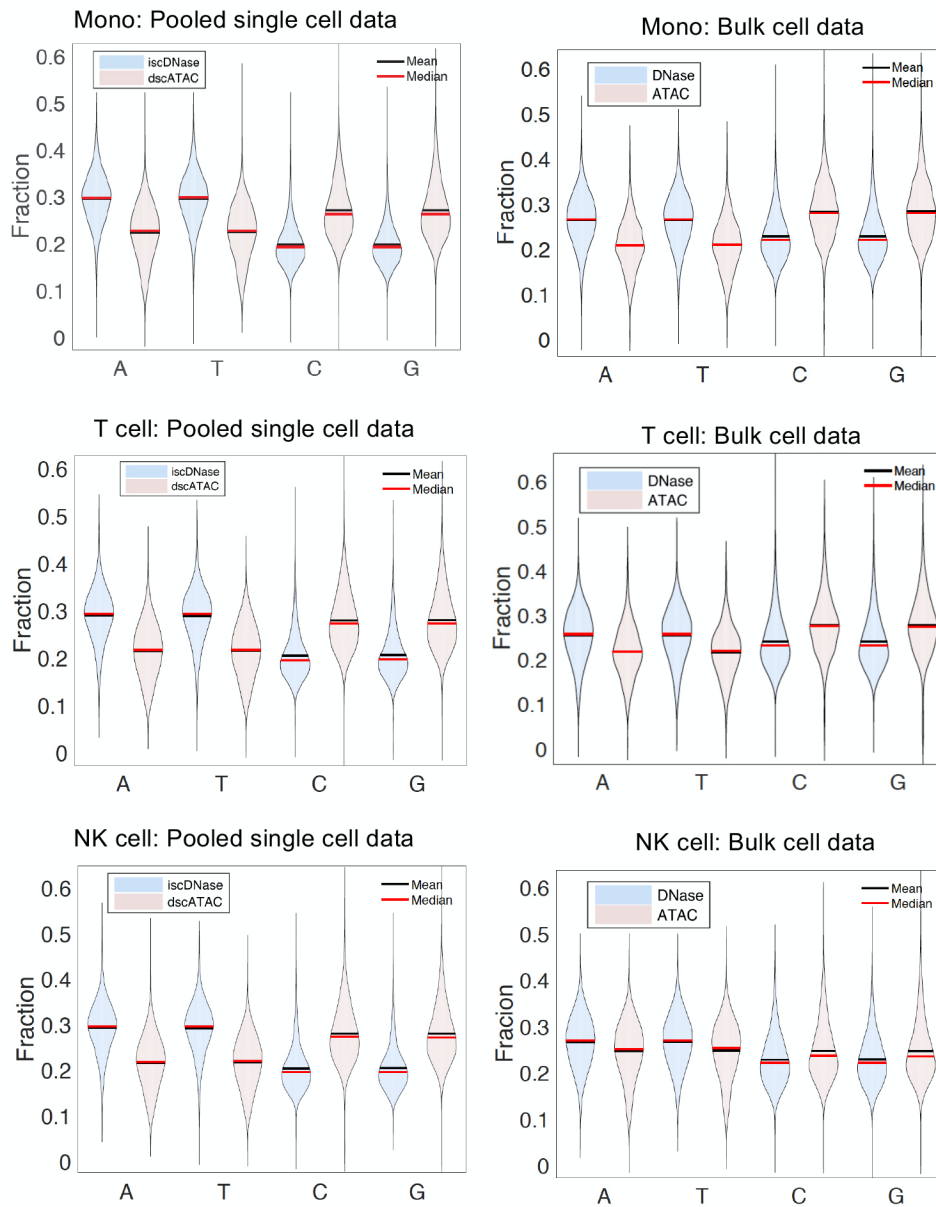

**Supplementary Figure 7. Violin plots showing the fraction of nucleotides (A, T, C, and G) for iscDNase-seq and dscATAC-seq (left). Violin plots showing the fraction of nucleotides (A, T, C, and G) for bulk cell DNase-seq and bulk cell ATAC-seq (right).**

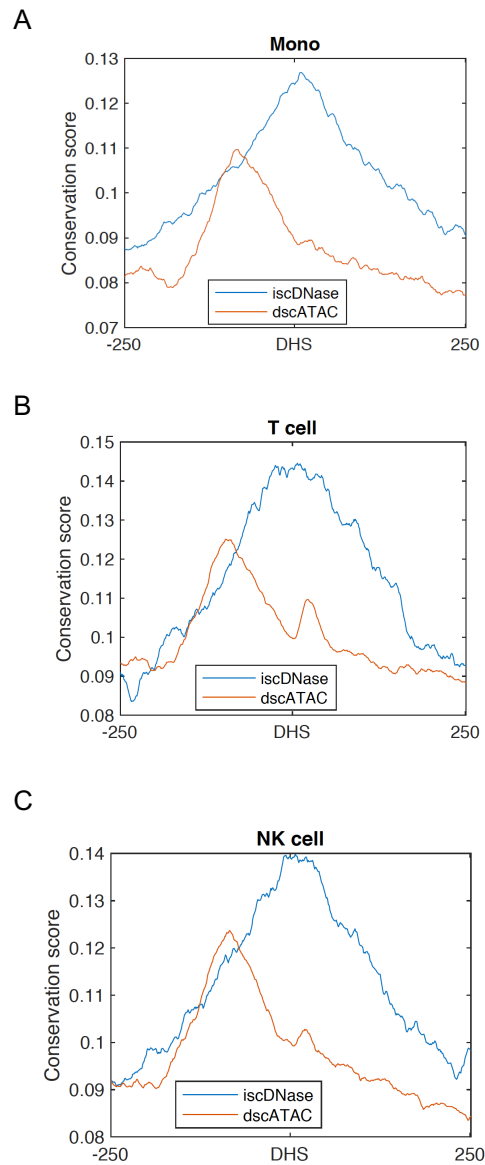

**Supplementary Figure 8. Sequence conservation score plot for unique iscDNase-seq and unique dscATAC-seq peaks for (A) Monocytes, (B) T cells, and (C) NK cells.**

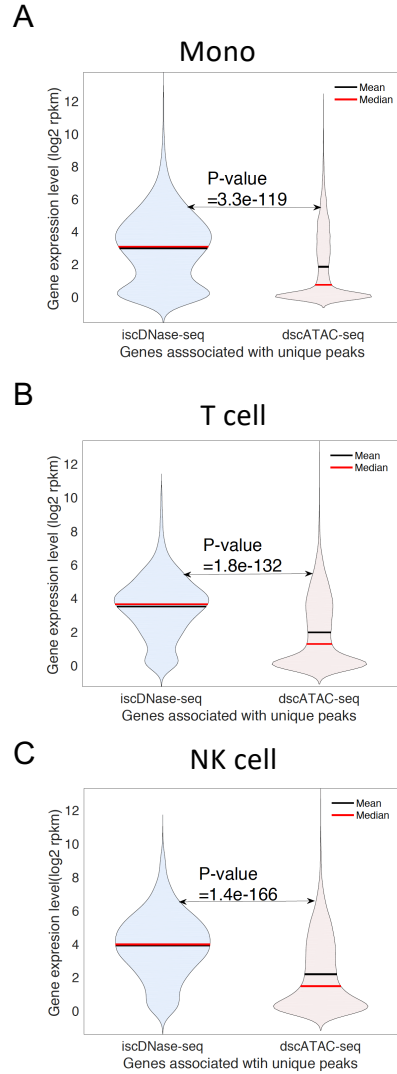

**Supplementary Figure 9. Violin plots showing the gene expression levels for genes associated with the unique iscDNase-seq peaks and unique dscATAC-seq peaks for (A) Monocytes, (B) T cells, and (C) NK cells.**

**Supplementary Table 1. Reference data from bulk DNase-seq, ATAC-seq, and RNA-seq.**

**Supplementary Table 1. Reference data index.**

| <b>Name</b>                     | <b>Use</b>               | <b>ID</b>   | <b>Source</b> |
|---------------------------------|--------------------------|-------------|---------------|
| Human CD19 cells (dscATAC-seq)  | dscATAC-seq              | GSE123578   | GEO           |
| Human NK cells (dscATAC-seq)    | dscATAC-seq              | GSE123578   | GEO           |
| Human CD4 T cells (dscATAC-seq) | dscATAC-seq              | GSE123578   | GEO           |
| Human monocytes (dscATAC-seq)   | dscATAC-seq              | GSE123578   | GEO           |
| B cell                          | Bulk DNase-seq           | ENCFF566GSP | ENCODE        |
| CD4-positive alpha-beta T cell  | Bulk DNase-seq           | ENCFF041CSN | ENCODE        |
| CD14-positive monocyte          | Bulk DNase-seq           | ENCFF001DZH | ENCODE        |
| NK cells                        | Bulk DNase-seq           | ENCFF384FJC | ENCODE        |
| NK cells                        | Bulk DNase-seq           | ENCFF505OFY | ENCODE        |
| Bulk B                          | Bulk ATAC-seq            | SRR7650771  | GEO           |
| Effector CD4pos T               | Bulk ATAC-seq            | SRR7650788  | GEO           |
| Monocyte                        | Bulk ATAC-seq            | SRR7650886  | GEO           |
| Immature NK                     | Bulk ATAC-seq            | SRR7650763  | GEO           |
| mature NK                       | Bulk ATAC-seq            | SRR7650764  | GEO           |
| Memory NK                       | Bulk ATAC-seq            | SRR7650766  | GEO           |
| Human T cells                   | RNA-seq                  | GSM1256828  | GEO           |
| Human T cells                   | RNA-seq                  | GSM1256829  | GEO           |
| Human B cells                   | RNA-seq                  | GSM1256812  | GEO           |
| Human B cells                   | RNA-seq                  | GSM1256813  | GEO           |
| Human B cells                   | RNA-seq                  | GSM1256814  | GEO           |
| Human B cells                   | RNA-seq                  | GSM1256815  | GEO           |
| Human B cells                   | RNA-seq                  | GSM1256816  | GEO           |
| Human monocytes                 | RNA-seq                  | GSM1256822  | GEO           |
| Human monocytes                 | RNA-seq                  | GSM1256823  | GEO           |
| Human monocytes                 | RNA-seq                  | GSM1256824  | GEO           |
| Human monocytes                 | RNA-seq                  | GSM1256825  | GEO           |
| Human monocytes                 | RNA-seq                  | GSM1256826  | GEO           |
| Human NK cells                  | RNA-seq                  | GSM1982286  | GEO           |
| Human NK cells                  | RNA-seq                  | GSM1982287  | GEO           |
| Human NK cells                  | RNA-seq                  | GSM1982293  | GEO           |
| Human CD19 B cells              | scRNA-seq                |             | 10x           |
| Human CD14 Monocytes            | scRNA-seq                |             | 10x           |
| Human CD4 Helper T cells        | scRNA-seq                |             | 10x           |
| Human CD56 NK cells             | scRNA-seq                |             | 10x           |
| phastCons17way                  | Conservation annotations | -           | UCSC          |

**Supplementary Material S1. Information of Barcodes.**

**Supplementary Material S2. A list of reagents.**

**Supplementary Material S3. Single cell reads statistics**

# Supplementary material for: Multiplex indexing approach for the detection of DNase I hypersensitive sites in single cells
**Source:** Nucleic Acids Res. 2021 Mar 8;49(10):e56. doi: 10.1093/nar/gkab102
**Supplement:** gkab102_Supplemental_Files

**Reagents**

**Critical:** All reagents must be kept DNase-free.

- Nuclease-free water (Life Technologies, cat. #AM9930)
- 1M Tris-HCl (pH 7.5; K-D Medical, cat. #RGF-3340)
- 1M Tris-HCl (pH 8.0; K-D Medical, cat. #RGF-3360)
- Triton X-100 (Quality Biological, cat. #A611-M143-13)
- 2M Calcium chloride (Quality Biological, cat. #351-130-721EA)
- EDTA
- EGTA, Molecular Biology Grade (Quality Biological, cat. #A611-0732-88)
- 5M Sodium Chloride, Molecular Biology Grade (Promega, cat. #V4221)
- 3M Sodium Acetate pH5.2, Molecular Biology Grade (Quality Biological, cat. #351-035-721)
- culture medium DMEM (Invitrogen cat. #10566-016)
- FBS (Sigma cat. #F4135-500ML)
- DSG (ThermoFisher Scientific, cat. #20593)
- Pierce™ 16% Formaldehyde (w/v), Methanol-free (ThermoFisher Scientific, cat. #28906)
- Glycine (Sigma cat. #50046-250G)
- 10% SDS (Quality Biological, cat. #351-032-101)
- Proteinase K, recombinant, PCR grade (Sigma Aldrich, cat. #3115836001)
- Phenol–chloroform, pH 6.7/8.0 (Amresco, cat. no. 0883)
- Glycogen, molecular-biology-grade (Sigma-Aldrich, cat. no. 10901393001)
- DNase I recombinant (DNase) (Sigma-Aldrich, cat. no. 4536282001)
- Micrococcal Nuclease (MNase) (Sigma, Cat. #N3755-500UN)
- T4 Polynucleotide Kinase (New England BioLabs, cat. #M0201L)
- Terminal Transferase (New England BioLabs, cat. #M0315L)
- T4 DNA ligase (400,000U/ml) (New England BioLabs, cat. #M0202S)
- Adenosine 5'-Triphosphate (ATP) (New England BioLabs, cat. #P0756S)
- Deoxynucleotide (dNTP) Solution Set (New England BioLabs, cat. #N0446S)
- Phusion^®^ High-Fidelity PCR Master Mix with HF Buffer (New England BioLabs, cat. #M0531S)
- MinElute^®^ Reaction Cleanup Kit (Qiagen, cat. #28206)
- EB buffer (Qiagen, cat. #19086)
- Klenow Fragment (3'→5' exo-) (5000 units/ml) (New England BioLabs, cat. #M0212S)
- Exonuclease I (ThermoFisher Scientific, cat # EN0582)
- End-It™ DNA End-Repair Kit (Epicentre, cat #ER0720)
- dATP (10mM) (ThermoFisher Scientific, cat #18252015)
- NEBuffer 2 (New England BioLabs, cat #B7002S)
- MinElute Gel Extraction Kit (Qiagen, cat. #28604)

**Equipment**

- 0.2ml PCR tubes (Molecular Bio-Products, cat. #3418)
- LightCycler^®^ 480 Multiwell Plate 96, white (Roche, cat. #04729692001)
- LightCycler^®^ 480 Sealing Foil (Roche, cat. #04729757001)
- Micro tube 1.5ml DNA LowBind (Sarstedt, cat. #72.706.700)
- Falcon^®^ Round Bottom Polystyrene Test Tube with Blue Cell Strainer Snap Cap (Corning, cat. #352235)
- Tabletop microcentrifuge (VWR MicroStar 17R, cat. #521-1647)
- Sorvall Legend RT Refrigerated Benchtop Centrifuge (Marshall scientific)
- MJ Research PTC-200 Thermal Cycler (MJ Research, cat. #8252-30-0001)
- E-Gel^®^ EX Agarose Gels Starter Kit, 2% (Invitrogen, cat #G6512ST)
- E-Gel^®^ EX Agarose Gels, 2% (Invitrogen, cat #G401002)
- E-Gel^®^ 1 Kb Plus DNA Ladder (Invitrogen, cat #10488090)
- Freezers, −20 °C and −80 °C (Liebherr cat. #GPESF1476)
- Qubit fluorometer (Life Technologies, cat. #Q32866)
- BD FACSAria II (BD Biosciences)
- HiSeq 3000 (Illumina)

How the deposited data were processed for this re-analysis (not part of the article)

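iscDNase-seq was applied by the authors to human WBCs (952 wells) and to sorted T cells, B cells, NK cells and monocytes (480 wells), 1432 wells in all. Each well was deposited as a sample, and the 3 processed files belong to the whole series. As the paper's methods describe, the authors mapped the reads to hg18 with Bowtie2, removed reads of low mapping quality and duplicates, assigned reads to cells by barcode and well, and called peaks on the pooled cells. The deposited matrix holds raw counts of reads per DHS and cell, without normalization. The deposited DHS list carries a score per region given by the authors, whose definition is not given in the sources used here. Versions of the mapping and peak calling tools were also not given there.

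The matrix has no names for its columns or lines. No cell was mapped to a sample, so the 20621 cells count as 1 pooled sample, and neither WBCs and sorted cells nor cell types could be compared in it. The order of its lines was found by comparing 4 orders of the DHS list, by the Spearman correlation of the reads of a DHS with its score. It was 0.943 in the natural order of chromosome and start, 0.00346 in the order of the file, 0.102 with chromosomes sorted as text and -0.000662 by start alone. Within single chromosomes, the lowest correlation in the natural order was 0.826. All positions rest on this order. Gene symbols were looked up only to find the chromosome of the window of Fig. 1B, in a table of GRCh38.p14 whose coordinates were not used.

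From the counts, reads in DHSs per cell, reads per DHS and widths of DHSs were computed for all cells. For clustering, DHSs with 150 or more reads were kept, as in the paper, and TF-IDF, SVD (50 components, the first removed), t-SNE in 2 dimensions (perplexity 30, seed 1, 1000 iterations) and DBSCAN (10 points, radius at percentile 99 of the distance to the 10th neighbour) were run. Clusters with under 1% of the cells were counted as unassigned. Leiden clustering used 15 nearest neighbours and a resolution of 0.2. These choices and the rule for the DHSs named in the text were set before the data were examined. So were the alternatives, except those described as chosen after seeing the data. Named are the DHSs of the window of Fig. 1B, the 3 with the largest fold in each cluster, the 5 with the most reads, and the genes the paper names where an hg18 source locates them, which none used here did.

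Since the planned clustering gave 1 cluster, it gave no value for depth between clusters or for cluster-specific DHSs. For these, the planned Leiden clusters of all cells were used. This was decided after the numbers of clusters had been seen and before depth or cluster-specific DHSs were computed on them. Leiden clustering was looked at with 4 resolutions on 4 embeddings. Cluster-specific DHSs were those with a fold over 1.5 against each other cluster, on RPM with a pseudocount of 1 read, and were compared with 10 random groupings of the cells. Reads in pairs of nuclei under 1 barcode were not removed, and no doublet caller was run.

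The fold rule and the clustering were tested on simulated data with the depths of the 20621 cells and 64862 DHSs in 3 groups. All reads of a simulated cell were placed in these DHSs, which hold 69.0% of the reads in the data. The simulated cells were therefore deeper in these DHSs than the real ones, so recovery in the data may be lower. With 600 DHSs changed by a fold of 3, all 600 were recovered in the known groups with 65 other calls, but Leiden clustering found 1 cluster. With 6000 changed DHSs, all were recovered with 68 other calls, and 3 clusters were found with an adjusted Rand index of 0.960. A difference limited to 600 DHSs of this size was therefore missed by the clustering.

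The paper's table of reads per barcode was read in part, as its copy here was shortened, and was only described: 32 whole wells of WBCs and 32 of sorted cells. Bulk cell data, ATAC-seq data, gene expression, FRiP, motifs, TSS enrichment and the mix of human and mouse cells were not analysed here. Computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, umap-learn 0.5.12 and matplotlib 3.10.9. Shares carry exact binomial intervals and reads exact Poisson intervals at 95%. Reads are not independent molecules, and the intervals cover counting error only.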

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

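The tests of copy number and of duplicates below were chosen after the result was seen. The test across clusters was set before.

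The DHS on chromosome 1 from 121185500 to 121186999 (hg18) drew attention as a signal outside the regions the paper discusses: it had 98194 reads, 663 times the median DHS, and a read in 86.9% of the cells. Accessibility in 1 cluster of cells was argued against, since its RPM differed by 1.39 times between the highest and the lowest of the 3 Leiden clusters, below the 1.5 times set beforehand. The fourth DHS by reads, on chromosome 1 from 91625300, did differ, by 2.31 times, but it was lower in cluster 2 (280 RPM) and equally high in clusters 1 and 3 (647 RPM in each), and so was not open in 1 cluster either. A sequence present in many copies in the genome, whose reads are mapped to 1 place, cannot be told apart from other causes of a high total. Single cells held up to 111 reads in this DHS, against at most 7 in 1 cell over 5970 other DHSs of like width, but its share of all reads alone would give 71.4 reads in the deepest cell, of 19132 reads, so this maximum is not independent of the total and does not decide. Duplicates within cells were argued against as the whole source, since 17925 cells had a read in this DHS, more than in any of the next 4 DHSs by reads and far above the 148 reads of the median DHS, even with 1 read counted per cell. No genome sequence was used. Accessibility in 1 cluster was the only biological explanation tested.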

How the results depend on the processing

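The alternatives were set before the data were examined, with some exceptions chosen after seeing the data. These were those on cells with 600 or more reads that change a second choice, and the other Leiden resolutions. They also included the blocks of columns, the other partitions for depth and cluster-specific DHSs, and leaving out the barcodes kept in every well. Of 31 alternatives set beforehand, 18 left a count within 1.5 times, a median, ratio or sum within its interval, or a correlation nearly as it was. Among these 18 is the count of barcodes by mapped reads in the WBC wells. It could not change, because every well was already at the limit of 25 barcodes. A reversed direction could be recorded only for the correlation of variation with the mean, which kept its sign. The other results among the 31 are counts, medians, sums and ratios, which could not reverse. For the top 5% of cells, the highest ratio is counted as kept although it moved to another cluster. No paired analysis was possible because no result comes from a test between groups of samples.

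The number of clusters was 1 with all cells, t-SNE and DBSCAN, and stayed at 1 in 9 of 11 alternatives set beforehand: other read minimums for DHSs, other numbers of components, the first component kept, binary counts, another seed and both other radii. The planned restriction to cells with 600 or more reads gave 3 clusters, and planned Leiden clustering at resolution 0.2 gave 3. Among the added settings, Leiden clustering of all cells gave 1 cluster at resolution 0.05, 2 at 0.1 and 3 at 0.4. For cells with 600 or more reads, it gave 3 at 0.05, 3 at 0.1, 4 at 0.2 and 5 at 0.4, and DBSCAN gave 4 with the radius at percentile 95, 1 with the largest radius, and 2 with 20 components. The number of clusters thus changed with the cells kept and with the clustering settings. The adjusted Rand index between the Leiden clusters of all cells and those of cells with 600 or more reads was 0.576, and 0.824 with those from odd-numbered chromosomes. With the t-SNE and DBSCAN clusters of cells with 600 or more reads it was 0.187, and between these and the Leiden clusters of the same cells it was 0.211.

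A score at or above the median leaves 66463 DHSs by construction. The median of reads in DHSs per cell was 1480 with at least 600 reads and 826 without the top 1% of DHSs, which follow from the cells and DHSs left out. The read minimum kept 132926 DHSs at 50 reads and 16727 at 300. In the window of Fig. 1B, cells with 600 or more reads held 9176 reads, since fewer cells were counted.

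Cluster-specific DHSs numbered 21502, against 9983 with a fold above 2, 3615 among DHSs with 300 reads or more, and 10294 for clusters from odd-numbered chromosomes counted on even-numbered ones. The higher fold asks for more, and the even-numbered chromosomes hold fewer DHSs. With 300 reads or more the share of DHSs tested also fell, from 33.2% to 21.6%, for which the cause was not tested. With the same clusters, 10444 were counted on even-numbered chromosomes. Means of the LSI-reconstructed matrix gave 60641, where a mean at or below 0 elsewhere counts as exceeded, as 54.1% of the means were. These were 93.5% of the DHSs tested and included 93.3% of those called on RPM. A random list of that length would include about as many, so the overlap carries no information. With a pseudocount of 10 there were 16584. The t-SNE and DBSCAN clusters of cells with 600 or more reads gave 20749, but random groups of those sizes gave a median of 23217, because the cluster of 138 cells has too few reads for the fold rule (11663, against 22314.5 in random groups), so the total carries no information. The larger clusters of that partition had 5425, against 364.5 in random groups, and 3661, against 504.5. The Leiden clusters of those cells gave 20424, against 607.5 in random groups. Each of the 9 DHSs named for their fold stayed above 1.5 with a pseudocount of 10, at a smaller fold.

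The highest ratio of a cluster's share of the top 1% of cells to its share of all cells was 1.47 (95% interval 1.26 to 1.68), in cluster 2. For the top 0.5% it was 1.50, also in cluster 2, but for the top 5% it was 1.32 and in cluster 3. Within blocks of columns it was 1.56, in cluster 2. It was 1.83 in the Leiden clusters of cells with 600 or more reads. In the t-SNE and DBSCAN clusters of those cells it was 2.17, with an interval of 0.449 to 6.19 from the few cells of the smallest cluster. In that partition, cluster 1 held 96.9% (92.4 to 99.2) of the top 1% of cells and 87.2% of the clustered cells. Cluster 2 held 0.763% (0.0193 to 4.18) of the top 1% and 11.7% of the clustered cells. The cause was not tested for these partitions. The Spearman correlation across DHSs of the coefficient of variation with the mean was -0.996, and -0.887 after division by each cell's reads, for which the cause was not tested. The depth of 888 reads per median cell limits all results on single cells, because a DHS at the read minimum is seen in under 1% of cells.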

Differences from the paper's values

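The paper's number of clusters is 4, and all cells of the deposited matrix gave 1 cluster with t-SNE and DBSCAN as set before the data were examined. The paper's methods ask for over 4000 reads and a FRiP over 0.15 per cell, for which 600 reads in DHSs stand in here. The matrix holds 7535 cells below this minimum, so both numbers may not describe like sets of cells. Of the alternatives set before the data were examined, the cells with 600 or more reads in DHSs (3 clusters) and Leiden clustering at resolution 0.2 (3 clusters) came within 1.5 times of the paper's number, and the other 9, with 1 cluster each, did not. For cells with 600 or more reads, Leiden clustering at resolution 0.2 and DBSCAN with the radius at percentile 95 both gave 4. Both settings were chosen after seeing the values, and both leave out 7535 cells. The smallest of the 4 DBSCAN clusters held 133 cells (1.02%), just above the 1% under which clusters were counted as unassigned. The paper's figure also marks sorted cells, which could not be told from WBCs here.

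The paper states that cells with extremely high read numbers were not gathered in any 1 cluster. In the 3 Leiden clusters of all cells, cluster 2 held 48.5% of the 1% of cells with the most reads and 33.0% of all cells, so they were uneven between clusters but spread over all 3. In the Leiden clusters of cells with 600 or more reads, a partition chosen after seeing the data, 1 cluster held 78.6% of the 131 cells that are the top 1% of that set, and 43.0% of its cells.

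The paper's methods state that the widths of the DHSs were fixed. In the deposited list they ranged from 100 to 10300 bp, with a median of 700 bp.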

Other observations

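The tests below were set before their results were seen, apart from the range over blocks 6 to 20. For the variation between cells and for the smallest cluster, no numerical limit was set beforehand. The sum of positions and the shuffled ranks were computed after the results were seen, and the fixed limit for the barcodes was also set then.

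All cells made 1 DBSCAN cluster, and the cells with 600 or more reads made 3. Fewer cells alone were argued against, because 13086 cells drawn at random from all cells still made 1 cluster. Shallow cells that join the groups are a candidate explanation: when the cells with 600 or more reads were thinned to the depths of randomly drawn cells, they made 1 cluster. Each test was run with 1 draw. No biological explanation was tested.

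The smallest DBSCAN cluster of the cells with 600 or more reads, 138 cells, had a median of 3185.5 reads against 1473 in the others, a ratio of 2.16. Pairs of nuclei of different clusters under 1 barcode were tested. At the DHSs specific to each of the 4 Leiden clusters, made without these cells, the small cluster was placed on a scale from 0 (the other clusters) to 1 (the cluster itself). Its positions were 0.0326, 0.341, 0.205 and 0.378, with a sum of 0.956. It lay between at 3 clusters, where the prediction for pairs named 2, and near none. Pairs of nuclei may therefore explain these cells, but a mixture of different pairs or a distinct group of cells with intermediate accessibility stays open, and so does the near absence of cluster 1, the largest, from the mixture. Of the 138 cells, 130 fell in cluster 4 of the Leiden clusters of cells with 600 or more reads. In the Leiden clusters of all cells, 112 of them fell in cluster 1 and 25 in cluster 3, whereas 92.4% of that cluster 4 fell in cluster 3, so their place differed between both partitions.

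DHSs passed the fold rule in clusters made from the same DHSs, so the clustering itself could have picked them. Clusters from odd-numbered chromosomes gave 10294 such DHSs on even-numbered chromosomes, and random groups at most 119, which argues against selection as the whole source. Depth differences between clusters were not tested as a source and stay open. Library differences stay open too, because the cells carry no sample names.

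Cluster shares changed strongly along the columns of the matrix. Over 20 blocks of 1000 columns, the share of cluster 2 ranged from 0.2% to 97.6%, that of cluster 1 from 0.4% to 96.3% and that of cluster 3 from 2.0% to 96.6%. These extremes lay in blocks 1 to 5. In each of blocks 6 to 20 all 3 clusters were present, with 35.8% to 66.6% in cluster 1, 16.8% to 39.6% in cluster 2 and 14.0% to 29.6% in cluster 3. Read depth also changed, with block medians from 382.5 to 2019.5 reads, but among cells with 600 to 1200 reads the range for cluster 2 was 98.6 percentage points, which argues against depth as the source. The order may follow libraries or cell types. The columns carry no names, no condition was read from their order, and whether clusters follow libraries in part was not tested.

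The reads in DHSs per cell had a distribution with 2 maxima, as the plot of reads per cell shows, and a median of 888 between them. No explanation was tested.

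The coefficient of variation of a DHS between cells followed its mean almost completely (Spearman correlation -0.996 across DHSs, which are not independent). The median was 9.92 against 9.75 for Poisson counts of the same mean, a ratio of 1.02. The excess over the Poisson value had a rank correlation of 0.130 between random groups of cells that split all cells evenly, against 0.00600 in simulated counts without excess, which argues against counting noise alone. With cells of 600 or more reads thinned to 600 it was 0.127. For the 605 DHSs with 1000 or more reads, thinning went with a fall from 0.189 to 0.0563. No counts without excess were simulated at this depth, so whether depth alone explains the excess cannot be decided. Differences between clusters cannot be told apart from fewer cells: within clusters the highest value was 0.0342, and as many random cells gave values as low, at most 0.0335. For the 605 DHSs the values within clusters 1, 2 and 3 were 0.0752, 0.0836 and 0.0866, against 0.140, 0.0621 and 0.122 in as many random cells, so that the difference had no common direction.

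In the wells of the table of reads per barcode that were read, the same barcodes were kept in nearly every well: barcodes 9, 22 and 61 in all 32 wells of WBCs, and 60 in 31. Whether the adaptor itself gives more reads could not be decided. Within the barcodes of 1 sorted cell type, the mean rank correlation of median reads between both sheets was 0.0857, inside the range of -0.257 to 0.262 given by 10000 shuffles, so that with 61 barcodes neither like nor unrelated ranks were shown. A fixed limit on the correlation was tried first, also set after the value was seen, and would have argued against the adaptor. Barcode 61 was kept in all 32 wells of both sheets. However, barcodes 9, 22 and 60 were kept in only 9, 13 and 8 wells of sorted cells, and barcodes 47, 48, 50 and 53, kept in all wells of sorted cells, in only 11, 10, 10 and 14 wells of WBCs.

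The paper's shares of cell types within WBCs are 47% monocytes, 19% T cells, 25% NK cells and 9% B cells. The paper's own counts of sorted cells give 47.0%, 18.6%, 25.2% and 9.16% in the same order. Which cells the paper's shares were taken over was not examined here.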
